# Acute E-Cigarette Aerosol Condensate Exposure Disrupts the Transcriptome and Proteome Profiles of Human Bronchial Epithelial BEAS-2B Cells

**DOI:** 10.3390/cells15060525

**Published:** 2026-03-16

**Authors:** Sara Trifunovic, Jelena Kušić-Tišma, Katarina Smiljanić, Aleksandra Divac Rankov, Jelena Dinić, Mila Ljujić

**Keywords:** electronic (e)-cigarettes, epithelial cells, mitochondria, protein modifications, protein translation, human bronchial epithelial BEAS 2B cells, acute e-cigarette exposure, lysosomes

## Abstract

The growing popularity of electronic cigarettes (e-cigarettes) necessitates a better understanding of their biological effects. In this study, we aimed to evaluate the effects of e-cigarette aerosol condensates generated from either e-cigarette carrier liquid alone or with e-cigarette liquid with nicotine and flavor on bronchial epithelial cells. BEAS-2B cells were exposed to e-cigarettes for 24 h, and transcriptional and proteomic profiling, including assessment of protein modifications, was performed. Additionally, cell-based assays were used to evaluate mitochondrial function, rate of protein synthesis, lysosomal signal, lipid droplet quantity and actin formation. Our findings reveal that short-term exposure to both types of aerosol condensates altered transcriptome and proteome profiles, disrupting cellular homeostasis in BEAS-2B cells through impaired proteostasis and mitochondrial function in response to both types of condensates. Changes in lipid and lysosome content, as well as a reduction in polymerized actin, were observed with nicotine- and flavor-containing condensate. E-cigarette exposure also induced irreversible protein modifications, including different chemical derivatives (25 out of 49 in nicotine/flavor condensate; 20 out of 48 in nicotine/flavor-free condensate; 4 out of 35 in control), suggesting their particularly harmful effect. Together, these findings point to early-onset cellular stress and impaired lung epithelial fitness caused by acute e-cigarette exposure.

## 1. Introduction

Electronic cigarettes (e-cigarettes) are battery-powered devices, originally designed to deliver nicotine in the form of aerosol and to serve as a smoking cessation tool [1]. Their use has since expanded substantially, particularly among young people and never-smokers. Liquids for e-cigarettes (e-liquids) typically contain propylene glycol (PG) and vegetable glycerin (VG) as primary solvent carriers, flavors, and may be formulated with or without nicotine [2,3]. Given the relative simplicity of e-liquid composition, the lower levels of carbon monoxide than those found in the smoke of traditional cigarettes, and the absence of tar, e-cigarettes have been considered a safer option for smokers compared to conventional combustible cigarettes. While both PG and VG have been recognized by the Food and Drug Administration as generally safe for oral use, exposure to high temperatures induces their decomposition into low molecular weight carbonyl compounds, such as the carcinogenic formaldehyde and acetaldehyde [4,5]. The addition of flavors further contributes to the diversity of compounds found in aerosols [6]. In addition to the main ingredients of e-liquid, the presence of metals and silicate particles originating from the device’s hardware was also detected in both e-liquid and aerosol [7,8]. Although the potential health consequences of e-cigarette use are still largely unknown, it has now become evident that e-cigarettes possess their own unique toxicants and may pose health risks beyond those associated with nicotine exposure.

Exposure to e-cigarettes has been shown to cause a variety of cellular effects, affect lung function and produce systemic effects across multiple organs. Lung inflammation, oxidative stress, and dysregulated repair responses have been demonstrated even after acute exposure to e-cigarette aerosol both in vitro and in vivo [9,10]. Mitochondrial dysfunction has been documented as one of the most pronounced cellular effects of e-cigarette exposure [11,12]. A first study of human lung transcriptome changes in young e-cigarette users revealed mitochondrial dysfunction and increased response to hypoxia, confirming the previous in vitro and in vivo findings [13]. Exposure to e-cigarettes has been linked with changes in the lung immunological landscape [8], structural changes in the airway epithelium [14,15,16], disruption of mucociliary clearance [17,18], reduced lung function [19,20], and increased susceptibility to infections [15]. An increasing number of studies point to systemic effects of e-cigarette exposure beyond the lungs, highlighting their complex biological impact and raising concerns about future disease risk [21,22,23,24,25].

Despite considerable advances in our understanding of e-cigarette exposure that have been made since their introduction to the market, continuing research is still needed in order to better understand the mechanisms behind the e-cigarette effect. While a lot of progress has been made in profiling the transcriptional changes of different cell types under the influence of e-cigarettes, less is known about the effect of e-cigarettes on the cell proteome, including the effect on protein modifications (PMs), leaving a critical gap in understanding early molecular events following acute exposure.

This study was designed to evaluate these early molecular signatures of acute exposure to sub-cytotoxic concentrations of e-cigarettes in the BEAS-2B cell line by transcriptional and proteomic profiling, including assessment of protein modifications. We examined condensates generated from carrier liquids alone as well as from e-liquids containing nicotine and flavoring agents, providing novel insight into early cellular stress responses, impaired proteostasis, mitochondrial dysfunction, and environmentally induced protein modifications that may precede observed toxicity. Our results demonstrate that even short-term exposure to both nicotine- and flavor-free, and nicotine- and flavor-containing aerosols alters RNA and protein expression profiles in BEAS-2B cells, disrupts protein translation and mitochondrial function, and is accompanied by protein modifications that extend beyond endogenously present signatures to include environmentally induced, irreversible changes.

## 2. Materials and Methods

### 2.1. Cells

Human normal bronchial epithelial cells BEAS-2B (cat.no. CRL-9609; ATCC, Washington, DC, USA) were cultured in Dulbecco’s Modified Eagle Medium (cat. no. D5796; Sigma-Aldrich, Taufkirchen, Germany) supplemented with 10% (*v*/*v*) Fetal Bovine Serum (cat. no. A5256701; Gibco, Waltham, MA, USA) at 37 °C in a humidified 5% CO_2_ atmosphere.

### 2.2. Preparation of E-Cigarette Aerosol Condensates

Commercially available e-cigarette liquids containing propylene glycol, glycerol, nicotine (18 mg/mL) and flavor (Virginia Tobacco flavored) (EC in further text) were purchased at the local store in Serbia. Liquid containing only propylene glycol and vegetable glycerol in a 50/50 ratio was used as a reference treatment (PG/VG in further text).

Condensates of e-cigarette liquid aerosol were generated with modifications of a previously published method [26], using a custom-made apparatus equipped with a vacuum pump. The condensation system used a 30 cm-long new tube, ensuring aerosol droplets entered the tube but did not reach the glass section of the apparatus. Condensation was facilitated by a mixture of dry ice and 96% ethanol.

For condensate generation, an A 13.5 W e-cigarette device was used, and each experimental run utilized a fully charged battery (100%) and a new coil, ensuring first-use conditions. Approximately 3–3.5 mL of e-liquid was loaded into the device, and puffing simulations were conducted with a duration of ~4 s per puff and 17 s break between puffs to avoid overheating of the e-cigarette. The apparatus was operated under vacuum for a total duration of 40 min per treatment, which included a 5 min pre-puffing phase followed by 35 min of puffing.

During the process, approximately 3 mL of e-liquid was vaporized, yielding ~500 µL of condensate. The resulting condensate consisted of a mixture of e-cigarette aerosol and moisture condensed from the air. For each e-liquid tested, a new coil and atomizer were used to avoid cross-contamination between experiments.

### 2.3. MTT Viability Assay

Cells were plated at a density of 5  ×  10^3^ cells/well in a 96-well plate, and treated 24 h after seeding with the following dilutions of e-cigarette aerosol condensate: 0.5, 1, 2, 3 and 4% (*v*/*v*). After 24 h of treatments, Thiazolyl Blue Tetrazolium Blue (MTT) (cat. no. M2128; Sigma-Aldrich, Taufkirchen, Germany) was added and incubated at 37 °C, 5% CO_2_ for 3 h. MTT formazan crystals were dissolved in dimethyl sulfoxide (DMSO) (cat. no. 20385.01; SERVA Electrophoresis GmbH, Heidelberg, Germany) and absorbance was measured at 570 nm. Samples were normalized to the untreated control.

### 2.4. RNA-Extraction, RNA-Sequencing, and Transcriptomic Analysis

BEAS-2B cells exposed to PG/VG, EC or medium alone were collected after 24 h of treatment, and total RNA was extracted using the RNeasy kit (cat. no. 74134; Qiagen, Hilden, Germany) according to the manufacturer’s recommended guidelines. Three biological replicates were used for each condition, making up a total of 9 samples. Quality and quantity of the total RNA samples were evaluated using the 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA) with the RNA 6000 Nano Kit (cat. no. 5067-1511; Agilent, Santa Clara, CA, USA). All samples were considered suitable for downstream library preparation, with RNA Integrity Number (RIN) ranging from 7.7 to 9.7.

Library preparation and sequencing were carried out at Novogene Corporation Inc. (U.K., Cambridge Sequencing Center). The RNA Library was constructed according to the following workflow: messenger RNA was purified from total RNA using poly-T oligo-attached magnetic beads. After fragmentation, the first strand cDNA was synthesized using random hexamer primers, followed by the second strand cDNA synthesis. The library was ready after end repair, A-tailing, adapter ligation, size selection, amplification, and purification. Pair-end sequencing (PE150) was performed on the NovaSeq 6000 platform, generating a sequencing data volume of 32 Gb. Total reads per sample ranged from 42 to 60 M. Raw data have been deposited at NCBI’s Sequence Read Archive (SRA) and Gene Expression Omnibus (GEO) and are accessible through SRA BioProject accession number PRJNA1198719 and GEO series accession number GSE315683.

Preprocessing and quality control of raw data (fastq files) were performed by fastp v_0.23.4 with default parameters. Filtered reads were mapped to the GRCh38.p12 human reference genome utilizing STAR v_2.7.11b. Gene expression quantification was accomplished using the featuresCounts tool from subread v2.0.4 with exon feature type specified and GTF annotation file format (Homo_sapiens.GRCh38.111.chr.gtf). Multi-mapping and multi-overlapping reads were ignored. Three biological replicates were used for each condition.

Differential expression analysis across all conditions was performed using DESeq2 (v1.46.0). The batch effect was removed with ComBat-Seq from the SVA package (v_3.54.0) using the full model and the treatment variable as the group parameter. The dds object was made from the adjusted count matrix, and only genes with read counts ≥ 10 in at least 3 samples were kept. This filtering reduced the transcript pool from 63,187 to 16,100. Data normalization was executed using the size factor adjustment method in DESeq2. Differential expression analysis was performed to compare the PG/VG and the EC treatment with each other and the controls. The Wald significance method in DESeq2 was employed, with differentially expressed genes being defined by a false discovery rate (FDR) < 0.05. Log fold change (LFC) shrinkage was applied using the ashr package to minimize result variability [27]. Up- and down-regulated genes for a given pairwise comparison were subjected to functional enrichment analysis and visualized using the clusterProfiler package (v_4.12.6). To visualize shared genes between groups of DEGs, we used a Venn diagram created using the online tool Interactivenn, available at https://www.interactivenn.net/ (accessed on 20 November 2025) [28].

### 2.5. Preparation of Cells Protein Extracts for Nano Liquid Chromatography Coupled to High Resolution Tandem Mass Spectrometry (nLC-MS/MS)

BEAS-2B cells were lysed with RIPA Lysis and Extraction buffer (cat. no. 89900; Thermo Scientific, Rockwood, TN, USA), and protein concentration was determined by BCA test (cat. no. 23227; Thermo Scientific, Rockwood, TN, USA) using NanoDrop 2000c (Thermo Scientific, Rockwood, TN, USA). The extracts were diluted accordingly so all samples had the same concentration with 15 μg of proteins resolved by reducing one-dimensional sodium dodecyl sulphate-polyacrylamide gel electrophoresis (1D SDS-PAGE), to a point of entering the separating gel (maximal path up to 5 mm of 14% SDS-PA gel). Gels were stained with Coomassie^®^ Brilliant Blue R 250 (cat. no. 17525.01; SERVA Electrophoresis GmbH, Heidelberg, Germany), and for the shotgun in-gel digestion, gel bands containing all proteins were excised from the gel, reduced by 10 mM dithiothreitol (cat. no. D0632; Sigma-Aldrich, Taufkirchen, Germany), afterwards alkylated with 55 mM iodoacetamide (cat. no. I1149; Sigma-Aldrich, Taufkirchen, Germany) and finally digested with proteomics-grade trypsin (cat. no. T6567; Sigma-Aldrich, Taufkirchen, Germany) in a 1:30 enzyme to substrate ratio, overnight at 37 °C [29]. Trypsin digests were cleaned and desalted with HyperSep tips C18 (cat. no. 60109-209; Thermo Scientific, Rockwood, TN, USA), evaporated and reconstituted in 20 μL of 0.1% aqueous solution of formic acid (cat. no. PI85170; Thermo Scientific, Rockwood, TN, USA). Three biological replicates were used for each treatment, making up a total of 9 samples.

### 2.6. nLC-MS/MS

Tryptic peptides in 1 µL injection volume and with approximately 375 ng in each sample were chromatographically separated with nLC system UltiMate 3000 (Thermo Scientific, Waltham, MA, USA) using (A) 0.1% formic acid in water, and (B), 0.1% formic acid in acetonitrile as the mobile phase, using a 5–70–95% B gradient at a flow rate of 250 nL/min lasting 88 min. Peptides were analyzed using Orbitrap ExplorisTM 240 (Thermo Scientific Inc., Bremen, Germany) in the data-dependent mode with the 20 most intense precursors subjected to fragmentation by collision-induced dissociation (HCD 30%) [30]. Scan range in m/z was set to 350–1400, resolution of the full MS1 scan was 60,000 and 15,000 for MS2, the isolation window (*m*/*z*) was 1.4; normalized automatic gain control targets of MS1 and MS2 were 300% and 200%, respectively, while maximum injection time was the same for both scans, e.g., 25 ms. Dynamic exclusion was set to 3 s after the first repetition ion event.

### 2.7. Identification and Label-Free Quantification of Cell Treatments and Quantitative Protein Modifications (PM) Profiling

BEAS-2B proteins were identified with the PEAKS X Pro platform (Bioinformatics Solutions Inc., Waterloo, ON, Canada) [31] and its PTM algorithm against a UniProtKB database (http://www.uniprot.org/) of Homo sapiens species (taxon ID 9606, 42379 sequences, and accessed on 30 May 2025) and contamination database as common Repository of Adventitious Protein entries (https://www.thegpm.org/, 116 sequences, accessed on 30 May 2025). Oxidation (Met) and deamidation (Gln, Asn) were considered as variable modifications, with carbamidomethylation (Cys) set as fixed in the PEAKS DB algorithm. In the PEAKS PTM algorithm, an unrestricted protein modification (PM) search was undertaken using an available list of 313 PMs from the Unimod database. Up to 2 missed trypsin cleavages with non-specific cleavages at one end (semi-specific mode of action) of a peptide were allowed. Mass tolerances were set to ±10 ppm for parent ions and ±0.02 Da for fragment ions. Protein filters were as follows: protein −10 log*p* ≥ 20, protein unique peptides ≥ 2, and “A” Score for confident PMs identification of at least 50. Peptide filters were as follows: false discovery rate for peptide-spectrum matches <0.1%; therefore, the resulting false discovery rate of the peptide sequence was lower than 0.5%, and the de novo alignment local confidence score was ≥80%.

The quantity of identified BEAS-2B proteins was compared by label-free quantification (LFQ) using the PEAKS Q algorithm. The term “PM profiling” means the relative extent of the modifications within a single sample. Relative LFQ of proteins and PMs in 3 treatment groups with 3 biological replicates per group was done as described previously [32,33]. Briefly, in the LFQ section, cut off filter criteria for defining confidently differentially regulated proteins were a significance score of 20 (−10log*p*, *p* < 0.01) and a 2-fold change in log2 up/down ratio, comparing any of the treatments with respect to the control group.

The bioinformatics, with functional enrichment analyses and Venn diagrams, were done in Functional Enrichment Analysis Tool—FunRich software v 3.1.3 (http://funrich.org) (accessed on 30 May 2025) and Quick GO (https://www.ebi.ac.uk/QuickGO) (accessed on 30 May 2025). As a background database, a completely reviewed UniProt set of Homo sapiens species (taxon ID 9606, 20,423 sequences) was used, unless otherwise stated.

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE [34] partner repository with the dataset identifier PXD072831 and 10.6019/PXD072831.

### 2.8. Mitochondrial Membrane Potential Analysis

Mitochondrial membrane potential was evaluated using cationic dyes JC-1 and Tetramethyl rhodamine ethyl ester (TMRE). BEAS-2B cells were seeded in 96-well plates at a density of 7000 cells per well. After 24 h, cells were treated and incubated for an additional 24 h. To measure mitochondrial membrane potential, cells were incubated with either 1 μM JC-1 (cat. no. T3168; Thermo Fisher Scientific, Waltham, MA, USA) or 500 nM TMRE (cat. no. T669; Sigma-Aldrich, Taufkirchen, Germany) added to the culture media for 15 min at 37 °C. Cells were then washed with phosphate-buffered saline (PBS) and visualized using the ImageXpress^®^ Pico Automated Cell Imaging System (Molecular Devices, San Jose, CA, USA) with a 10× objective. The obtained TMRE images were analyzed using CellReporterXpress software v2.8.2.669 (Molecular Devices, San Jose, CA, USA) using the Cell Scoring Analysis Protocol to quantify average fluorescence intensity per cell. JC-1 fluorescence was analyzed using Fiji software v1.54p (National Institutes of Health, Bethesda, MD, USA). Briefly, individual cells were segmented, background was automatically subtracted from the red (JC-1 aggregates) and green (JC-1 monomers) channels, and mean per-cell fluorescence intensities were measured to calculate the red/green fluorescence ratio. A minimum of 300 cells was analyzed per condition.

### 2.9. Protein Synthesis Assay

Detection of total protein synthesis was performed using Protein Synthesis Assay Kit (cat. no. ab273286; Abcam, Cambridge, UK) according to the manufacturer’s specifications. This assay utilizes a cell-permeable analog of puromycin, O-propargyl-puromycin (OP-puromycin), that forms covalent conjugates with nascent polypeptide chains. Truncated polypeptides are then fluorescently labelled in a copper-dependent reaction using a fluorescent azide. Cells were pre-treated with e-cigarette aerosol condensate for 24 h and incubated with protein label dye for 3 h, following the manufacturer’s instructions. Cyclohexamide was used as a negative control. Nuclei were labeled by incubating cells with Hoechst 33342 (cat. no. H1399; Thermo Fisher Scientific, Waltham, MA, USA) (1 µg/mL) for 15 min at room temperature (RT). Fluorescence images were acquired using the ImageXpress^®^ Pico Automated Cell Imaging System (Molecular Devices, San Jose, CA, USA) with a 10× objective. OP-puromycin fluorescence was analyzed by CellReporterXpress software v2.8.2.669 (Molecular Devices, San Jose, CA, USA) using the Cell Scoring Analysis Protocol to quantify average per-cell fluorescence intensities.

### 2.10. Lysosome Staining

BEAS-2B cells were plated in 96-well plates at a concentration of 10,000 cells per well.

After 24 h, the cells received treatment and were incubated for another 24 h. Lysosomes were labeled using 1 µM LysoTracker^®^ Green DND-26 (cat. no. L7526; Thermo Fisher Scientific, Waltham, MA, USA). The staining was carried out in PBS for 30 min at 37 °C. Nuclei were labeled by incubating cells with Hoechst 33342 (cat. no. H1399; Thermo Fisher Scientific, Waltham, MA, USA) (1 µg/mL) for 15 min at RT. Following staining, cells were washed with PBS, and live-cell imaging was conducted in PBS using the ImageXpress^®^ Pico Automated Cell Imaging System (Molecular Devices, San Jose, CA, USA) with a 10× objective. Fluorescent images were subsequently analyzed with CellReporterXpress software v2.8.2.669 (Molecular Devices, San Jose, CA, USA) using the Cell Scoring Analysis Protocol to quantify average per-cell fluorescence intensities.

### 2.11. Lipid Staining

BEAS-2B cells were plated in 30-mm glass-bottom dishes (cat. no. 627860; Greiner, Kremsmünster, Austria) at a density of 150,000 cells per dish. After 24 h, the cells were treated and incubated for another 24 h. Neutral lipids were stained in PBS with 5 µM BODIPY™ 493/503 (4,4-Difluoro-1,3,5,7,8-Pentamethyl-4-Bora-3a,4a-Diaza-s-Indacene) [35] (cat. no. D3922; Thermo Fisher Scientific, Waltham, MA, USA) for 20 min at 37 °C. Live cells were imaged on a Leica TCS SP8 confocal microscope (Leica Microsystems, Wetzlar, Germany) using a HC PL APO CS2 40×/1.30 objective. Lipid droplets were quantified using Fiji software v1.54p (National Institutes of Health, Bethesda, MD, USA) with the 3D Objects Counter plugin. Z-stack images were thresholded individually to segment lipid droplets. Object number and total volume (µm^3^) were obtained per field and normalized to cell number to generate per-cell values. Mean lipid droplet volume was calculated as total volume divided by object count for each field. A minimum of 350 cells was analyzed per condition.

### 2.12. Filamentous Actin Staining Analysis

BEAS-2B cells were plated on glass coverslips (cat. no. 0117500; Paul Marienfeld GmbH, Lauda-Königshofen, Germany) in 24-well plates at a density of 50,000 cells per well. After 24 h, the cells were treated and incubated for another 24 h. Cells were fixed with 4% paraformaldehyde (cat. no. J61899.AK; Thermo Scientific, Rockwood, TN, USA) for 20 min at RT and permeabilized with 0.1% Triton X-100 (cat. no. T8787; Sigma-Aldrich, Taufkirchen, Germany) for 1 min. Filamentous actin (F-actin) was stained using Alexa Fluor™ 555 phalloidin (cat. no. A34055; Thermo Fisher Scientific, Waltham, MA, USA) (1:200 dilution) for 30 min at RT in the dark. Nuclei were labeled by incubating cells with Hoechst 33342 (cat. no. H1399; Thermo Fisher Scientific, Waltham, MA, USA) (1 µg/mL) for 15 min at RT. Images were acquired on a Leica DMRB fluorescence microscope (Leica Microsystems, Wetzlar, Germany) using a 20× objective with identical exposure and gain settings for all groups. F-actin fluorescence was analyzed using Fiji software v1.54p (National Institutes of Health, Bethesda, MD, USA). Briefly, the F-actin channel was thresholded using the Otsu method to isolate filaments, and thresholded area, mean intensity, and integrated density were measured for each field and normalized per cell. A minimum of 400 cells was analyzed per condition.

### 2.13. Statistical Analyses

For data from mitochondrial membrane potential, lysosome content, lipid droplet accumulation, actin filaments and protein synthesis assays, normality was assessed using the Shapiro–Wilk test, followed by one-way ANOVA with Tukey’s post-hoc test. Results of the MTT assay were analyzed using an unpaired *t*-test with Welch correction. Statistical significance was set at *p* < 0.05 and indicated as: *p* < 0.05 (*), *p* < 0.01 (**), *p* < 0.001 (***), *p* < 0.0001 (****). Data analysis was performed using GraphPad Prism version 8 (La Jolla, CA, USA).

The PEAKS Q statistical test was used within the PEAKS Studio proteomic platform to test for significant differences in relative label-free protein quantification. The hypergeometric test, as an uncorrected *p*-value assessment method, and the Bonferroni test, together with BH and Q-value (Storey-Tibshirani method) tests as corrected versions of *p*-value assessments, were used by FunRich software version 3.1.3.

## 3. Results

### 3.1. Analysis of Differentially Expressed Genes (DEGs)

To examine the impact of e-cigarette aerosol condensate on gene expression in BEAS-2B cells, we analyzed their transcriptional profiles following a 24 h exposure to PG/VG and EC at a 2% (*v*/*v*) dilution. 

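BEAS-2B is an immortalized human bronchial epithelial cell line. PG/VG is the aerosol condensate of the carrier liquid, propylene glycol and vegetable glycerin, and EC is the condensate of a flavored liquid with 18 mg/mL nicotine. Cells were exposed for 24 h to a 2% (v/v) dilution of either condensate, and untreated cells were the control. Each condition has 3 libraries, with the replicate numbers 2, 3 and 4, and the sample labels use the same number as the batch. The authors trimmed the reads with fastp, aligned them with STAR to GRCh38 and counted them on exons with featureCounts, ignoring multi-mapping and multi-overlapping reads, and the paper's text does not name the strand setting. The deposited table holds these raw counts for 63187 genes, before the authors' batch adjustment, filter and normalization. The counts assigned to genes were 16168260, 16648310 and 17882770 in control replicates 2, 3 and 4, 24882516, 18427225 and 22899653 in the PG/VG replicates, and 24917838, 23332632 and 19318218 in the EC replicates. The medians per condition were 16648310, 22899653 and 23332632. The paper states a range of total reads per sample, while every value given here rests on these counts. A test covered the 16030 genes with at least 10 counts in at least 3 libraries. Counts were normalized by edgeR's TMM method and fitted in one quasi-likelihood model of all 9 libraries with the condition and the batch as terms, and genes with a Benjamini-Hochberg adjusted p under 0.05 were taken as DEGs. Values per gene are TMM-normalized CPM, given as the mean ± SD of the 3 replicates. LFC is the fitted log2 fold change without shrinkage, whereas the paper's values are shrunken, and its standard error (SE) was approximated from the LFC and the test statistic. In a principal component analysis, the axis with 46.6% of the variance separated the batch 4 libraries from the rest, and the next, with 16.6%, separated the controls from the treated libraries. Replicates of one condition differed by more than sampling noise, with a chi-square per gene between 3.66 and 52.8. Gene coordinates are those of GENCODE release 44 on GRCh38, where 62666 of the genes in the table were found by their Ensembl identifier.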

Untreated cells were used as a control. Prior to the experiments, cell viability was evaluated across various concentrations of PG/VG and EC (0.5, 1, 2, 3 and 4% (*v*/*v*)) using the MTT assay (Figure S1).

The analysis of differential gene expression was performed by comparing the PG/VG and EC treatment groups with the control group, as well as comparing EC with PG/VG treatment. Three replicates were performed for each treatment and control. Differentially expressed genes (DEGs) were those with an FDR < 0.05; no log fold change (LFC) cutoff was applied to prevent bias in gene selection. 

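Across the genes tested, the SD of the LFC was 0.37 in EC vs. control and 0.31 in PG/VG vs. control, a ratio of 1.21. Computed within each batch, the ratio was 1.11, 1.12 and 1.12 in batches 2, 3 and 4, with a mean of 1.12 ± 0.0072 (SD, n = 3). The ratio was above 1 in every batch (two-sided exact sign-flip permutation test, p = 0.25, the smallest p that 3 batches allow). Simulated treatments without an effect, compared with the same simulated controls, gave ratios between 0.965 and 1.01 in 40 simulations. The alternative that moved the ratio most was ashr shrinkage of the fold changes on ComBat-Seq adjusted counts, with 1.66, and without a filter on low counts it was 1.03. With each library left out in turn, it stayed between 1.09 and 1.30.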

In general, the exposure to EC resulted in greater variations in the expression levels compared to PG/VG (Figure 1A). There were 3075 differentially expressed genes (DEGs) between the EC and the control group, consisting of 1526 upregulated and 1549 downregulated genes; 1677 between PG/VG and the control group, with 892 downregulated and 785 upregulated. 

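With the batch in the model, 2157 DEGs were found in EC vs. control, 1294 upregulated and 863 downregulated, which is 13.5% of the genes tested. In PG/VG vs. control there were 727, with 422 upregulated and 305 downregulated, or 4.54% of the genes tested. The adjusted p came from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and an unadjusted p under 0.05 was reached by 4391 and 3225 genes. Of these DEGs, 2125 in EC and 725 in PG/VG changed in the same direction in all 3 batches. Their LFC ranged from −2.67 to 3.22 in EC and from −2.43 to 2.87 in PG/VG, and the median of the absolute LFC was 0.40 and 0.39. The alternative that moved the counts most was a model without the replicate block, which left 16 DEGs in EC vs. control and 1 in PG/VG vs. control. With each library left out in turn, the EC comparison gave 1162 to 2172 DEGs, with the lowest number without control replicate 3. The PG/VG comparison gave up to 1084, and fewest without PG/VG replicate 2, with 130 upregulated and 62 downregulated.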

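The direct comparison of EC with PG/VG gave 137 DEGs, 89 higher and 48 lower in EC, or 0.855% of the genes tested, while 2064 genes had an unadjusted p under 0.05. Of the 137, 136 changed in the same direction in all 3 batches. The LFC of these DEGs ranged from −1.11 to 2.47, with a median absolute value of 0.48. Leaving out PG/VG replicate 2 reduced the number to 32, and leaving out control replicate 4 raised it to 208. Without the replicate block there was 1 DEG. Among the DEGs with at least 20 counts in every PG/VG library, the largest falls were those of the processed pseudogenes DHFRP1 (LFC −1.11, SE 0.27) and RPL12P4 (LFC −0.9998, SE 0.24), ENSG00000279821 (LFC −0.88, SE 0.19), SULF1 (LFC −0.69, SE 0.16) and LINC01111 (LFC −0.61, SE 0.15). Their adjusted p lay between 0.0234 and 0.0492 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each of the 5 passed the threshold in 3 to 5 of the 9 fits that left out one library, and each lost it without PG/VG replicate 2, with adjusted p values there from 0.12 to 0.276 in edgeR.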

There were only 624 DEGs between EC and PG/VG group, 281 upregulated and 343 downregulated (Table S1). 

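In the model with the batch term, 564 genes were DEGs in both the EC vs. control and the PG/VG vs. control comparison, which is 77.6% of the PG/VG DEGs. All 564 had the same direction in both, 341 higher and 223 lower than in the control, and 348 had the larger absolute LFC in EC. The remaining 1593 DEGs of EC and 163 of PG/VG passed the threshold in one comparison. Of these 1593 genes, 95 passed the threshold in the direct comparison of EC with PG/VG. Because both comparisons use the same 3 control libraries, groups without a treatment effect were simulated 40 times with shared controls, and these gave between 0 and 3 shared DEGs. The correlation of the LFC across genes was 0.721 in the data and between 0.531 and 0.575 in the simulations, and genes are not independent replicates. The share of genes with the same sign was 75.8% in the data and 67.0% to 68.3% in the simulations. With each library left out in turn, the number of shared DEGs ranged from 184, without PG/VG replicate 2, to 720.

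**Figure D1:**
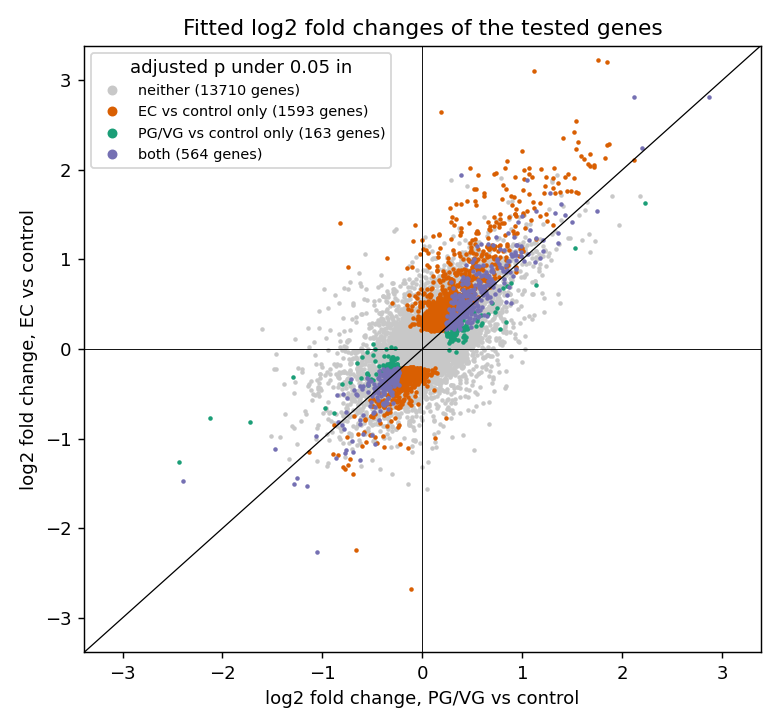
LFC of each tested gene in EC vs. control (log2, vertical axis) against its LFC in PG/VG vs. control (log2, horizontal axis). Colors mark the 564 genes past the threshold in both comparisons, the 1593 in EC vs. control alone and the 163 in PG/VG vs. control alone, and the shared genes lie where both values have the same sign.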

A Venn diagram of the DEGs identified in the EC vs. control and PG/VG vs. control groups revealed that 1196 genes were differentially expressed in both treatment conditions (Figure 1B). In our analysis, only one gene (*ARRDC3*) had [LFC]  >  1 in the PG/VG vs. control comparison, and 54 in the EC vs. control comparison. 

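ARRDC3 (ENSG00000113369) is a protein-coding gene on chromosome 5 from 91368631 to 91383317. Its level was 7.75 ± 0.827 CPM in the control, 18.7 ± 2.37 CPM in PG/VG and 25.9 ± 0.956 CPM in EC (n = 3 each). The LFC in PG/VG vs. control was 1.28 (SE 0.12, adjusted p = 4.63e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in each of the 3 batches. It stayed between 1.14 and 1.39 with each library left out in turn, and was 1.14 after ashr shrinkage on ComBat-Seq counts. Without shrinkage, 36 DEGs of PG/VG vs. control had an absolute LFC past 1, 25 up and 11 down, and with ashr 1 gene did. Apart from ARRDC3, the largest rises among DEGs with at least 20 counts in every PG/VG library were those of GRIN2C (1.39), CHRM4 (1.36), PTGES (1.36) and ST6GALNAC2 (1.33), with adjusted p from 0.00275 to 0.0393 in the same edgeR test. Of these, 59.1% of the exon length of ST6GALNAC2 overlaps other annotated genes. GRIN2C, PTGES and ST6GALNAC2 each fell short of the threshold in 4 or 5 of the 9 fits without one library, among them the fit without PG/VG replicate 3 (adjusted p 0.151, 0.0512 and 0.0684 in edgeR). The largest falls, among DEGs with that many counts in every control library, were those of PSMA2 (−1.47), the lncRNA ZFHX4-AS1 (−1.15) and the processed pseudogenes RPL7AP70 (−1.29), RPS13P2 (−1.07) and RPS3P3 (−0.98). PSMA2 had 4 to 25 counts per library, and 29.7% of its exon length overlaps other genes. ZFHX4-AS1 passed the threshold in all 9 of these fits, and each of the others in 3.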

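Without shrinkage, 261 DEGs of EC vs. control had an absolute LFC past 1, of which 232 were upregulated and 29 downregulated. After ashr shrinkage on ComBat-Seq counts there were 54, with 48 up and 6 down. Among the DEGs with at least 20 counts in every EC library, the largest rises in LFC besides those of CYP1A1 and RSAD2 were in TPBGL (2.43, SE 0.42), PLD5 (2.02, SE 0.41) and UBE2QL1 (2.01, SE 0.36). These 3 genes were expressed at low levels, at 1.67 ± 0.428, 1.67 ± 0.718 and 2.16 ± 1.44 CPM in EC and 0.302 ± 0.103, 0.443 ± 0.461 and 0.516 ± 0.282 CPM in the control (n = 3 each). The largest falls besides that of POSTN, among the DEGs with at least 20 counts in every control library, were in ZFHX4-AS1 (−1.53, SE 0.17), RTL3 (−1.34, SE 0.30), MAP1LC3B2 (−1.31, SE 0.32) and LINC01111 (−1.23, SE 0.14). The adjusted p of these genes lay between 5.93e-06 and 0.00842 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and each changed in the same direction in 3 of 3 batches. MAP1LC3B2 lost its call without EC replicate 3 (edgeR, adjusted p = 0.0606), and the other genes kept theirs in all 9 fits that left out one library.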

In the EC vs. control comparison, there were 54 genes with [LFC]  >  1, 6 downregulated and 48 upregulated. 

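In the direct comparison of EC with PG/VG, 18 DEGs had an absolute LFC past 1 without shrinkage, 17 higher and 1 lower in EC, and 7 did after ashr shrinkage on ComBat-Seq counts. The 5 largest rises among DEGs with at least 20 counts in every EC library were those of CYP1A1, IL24, PSG1, CYP1B1 and SHISA2. For PSG1 (ENSG00000231924, chromosome 19 from 42866464 to 42879822), the level was 0.763 ± 0.525 CPM in PG/VG and 2.34 ± 0.982 CPM in EC (n = 3 each), an LFC of 1.66 (SE 0.32, adjusted p = 0.00936, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without PG/VG replicate 2 its LFC was 1.16 and it lost the call (adjusted p = 0.261 in the same edgeR test).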

In the EC vs. PG/VG comparison, there were 9 upregulated genes with [LFC]  >  1.

Gene Ontology enrichment analysis was performed using overrepresentation analysis via enrichGO to identify the most significantly altered gene ontologies associated with DEGs in EC vs. control, PG/VG vs. control, and EC vs. PG/VG comparisons. In both the EC vs. control and PG/VG vs. control comparisons, the top 3 enriched biological processes were related to cytoplasmic translation (GO:0002181), ribosome biogenesis (GO:0042254), and rRNA metabolic process (GO:0016072) (Figure 1C–E). Additionally, ribosomes (GO:0005840) and structural constituent of ribosome (GO:0003735) were among the most significantly enriched molecular function terms in both comparisons. 

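Changes in these processes were tested here on lists of genes written before the data were examined, 11 lists for the paper's conclusions and 16 exploratory ones, and not on Gene Ontology terms. The test was limma's camera with a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the 27 lists and 3 comparisons, 81 tests in all. Of the 116 tested ribosome biogenesis factor genes, 109 had a lower level in EC than in the control, with a median LFC of −0.20 (camera in limma, adjusted p = 2.34e-19). In PG/VG vs. control 99 were lower, with a median of −0.14 (camera in limma, adjusted p = 3.01e-15). DEGs among them numbered 47 in EC and 18 in PG/VG when adjusted over all genes, and 59 and 35 when adjusted over the list alone. In the direct comparison the median was −0.057, lower in EC for 87 of the 116 genes (camera in limma, adjusted p = 0.000201). The alternative that moved these tests most was a correlation estimated from the data instead of the preset value. Of the 21 tests behind the paper's conclusions, 19 passed the threshold with camera, 10 of them also passed under limma's fry, which allows for the correlation between genes, and 0 passed with the estimated correlation, where the adjusted p of this list was 0.0512 in EC and 0.0626 in PG/VG. Under fry it was 0.00279 and 0.0043 (limma).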

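All 80 cytosolic ribosomal protein genes had a lower level than the control in both treatments. The median LFC was −0.28 in EC (limma's camera, adjusted p = 1.52e-24) and −0.29 in PG/VG (limma's camera, adjusted p = 6.8e-43). Under limma's fry the adjusted p was 0.0726 in EC and 0.0641 in PG/VG, so this list was not past the threshold there in either treatment. Adjusted over all genes, 50 of the 80 were DEGs in EC and 47 in PG/VG, and adjusted over the list alone, 69 and 70. The median log2 difference from the control of the same batch was −0.078, −0.29 and −0.44 in EC in batches 2, 3 and 4, and −0.21, −0.24 and −0.43 in PG/VG. EC and PG/VG were not distinguishable for this list, with a median LFC of 0.022 between them (limma's camera, adjusted p = 0.269). Ribosomal protein genes have many annotated pseudogenes, with a median of 13 per gene, and the authors' counting ignored reads that map to more than 1 place. The 41 genes with the fewest pseudogenes had a median LFC of −0.25 in EC and −0.27 in PG/VG, and the other 39 had −0.30 and −0.32.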

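The 13 tested genes for subunits of eukaryotic initiation factor 3 (eIF3) were all lower than in the control in both treatments. Their median LFC was −0.25 in EC (limma's camera, adjusted p = 5.22e-07) and −0.22 in PG/VG (limma's camera, adjusted p = 3.27e-06). Under fry the adjusted p was 0.027 and 0.0465 (limma). Over all genes 8 of the 13 were DEGs in EC and 3 in PG/VG, and adjusted over the list alone, 12 and 8. By batch, the median log2 difference of the eIF3 genes was −0.19, −0.23 and −0.31 in EC and −0.26, −0.18 and −0.16 in PG/VG. That of the ribosome biogenesis factor genes was −0.19, −0.23 and −0.19 in EC and −0.17, −0.15 and −0.10 in PG/VG.

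**Figure D2:**
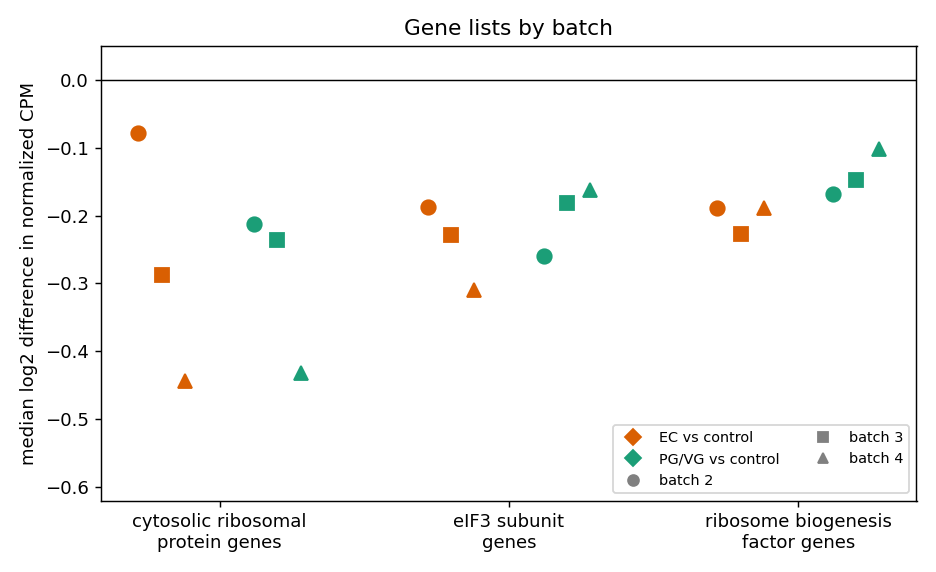
Median log2 difference from the control library of the same batch (vertical axis) for the cytosolic ribosomal protein, eIF3 subunit and ribosome biogenesis factor genes in EC and PG/VG, with 1 point per batch. Every point lies below 0, and the ribosomal protein genes differ most between batches.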

Gene Set Enrichment Analysis (GSEA) further revealed that the pathway associated with translation was suppressed in both EC and PG/VG-treated cells compared to the control (Figure S2), indicating the negative impact of these treatments on protein synthesis. Among the top 20 ranking genes included in the cytoplasmic translation process were *EIF3A*, *EIF3B*, *EIF3I* and *EIF3D*, which code the subunits of eukaryotic initiation factor 3 (eIF3) as well as *RPL5* and *RPS6* genes coding the structural components of the ribosome (Figure 2A,B). None of these genes had [LFC]  > 0.5, indicating subtle changes in their expression. 

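Among the genes for eIF3 subunits, EIF3B (ENSG00000106263, chromosome 7 from 2354086 to 2380745) was at 409 ± 17.2 CPM in the control, 349 ± 33.5 CPM in PG/VG and 341 ± 26.4 CPM in EC (n = 3 each). Its LFC was −0.26 in EC (SE 0.066, adjusted p = 0.00951, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −0.23 in PG/VG (SE 0.066, adjusted p = 0.0446, same edgeR test). EIF3I and EIF3D had an LFC of −0.28 and −0.25 in EC and −0.28 and −0.24 in PG/VG, all 4 with an adjusted p under 0.05 in edgeR. EIF3A had an LFC of −0.25 in EC (SE 0.067, adjusted p = 0.0137, edgeR), and its LFC of −0.060 in PG/VG was not past the threshold (SE 0.066, adjusted p = 0.667, edgeR). RPL5 (ENSG00000122406, chromosome 1 from 92832013 to 92841924) was at 808 ± 88.0 CPM in the control, 643 ± 55.9 CPM in PG/VG and 638 ± 113 CPM in EC. The LFC was −0.35 in EC (SE 0.069, adjusted p = 0.00171, edgeR) and −0.33 in PG/VG (SE 0.069, adjusted p = 0.00808, edgeR). For RPS6 (ENSG00000137154, chromosome 9 from 19375715 to 19380236), the LFC was −0.31 in EC (SE 0.068, adjusted p = 0.00363, edgeR) and −0.31 in PG/VG (SE 0.068, adjusted p = 0.00906, edgeR). About 10.0% of the exon length of RPL5 and 10.5% of that of RPS6 overlap other annotated genes. All 6 genes were lower in 3 of 3 batches in both treatments. In EC the calls of RPL5 and RPS6 held in all 9 fits that left out one library. EIF3A, EIF3B, EIF3D and EIF3I held theirs in 7, 6, 5 and 8, and without control replicate 3 the adjusted p of EIF3A was 0.0904 in edgeR. In PG/VG every call of these genes was lost in at least 2 of the 9 fits, each of them without PG/VG replicate 2, where the adjusted p reached 0.219 for EIF3D (edgeR).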

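With each library left out in turn, the LFC of these 6 genes ranged from −0.43 for RPL5 to −0.22 for EIF3A in EC, and from −0.38 for RPL5 to −0.0090 for EIF3A in PG/VG. For comparison, 815 DEGs of EC vs. control and 221 of PG/VG vs. control had an absolute LFC above 0.5.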

The enrichment plots illustrating the downregulation of the transcriptome involved in the processes of ribosome biogenesis and cytoplasmic translation in treatments are given in Figure 2C,D.

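The 20 genes of the ribosome biogenesis heat map (Figure 2A) were all lower than the control in both treatments, with a median LFC of −0.35 in EC and −0.31 in PG/VG. Over all genes, 20 were DEGs in EC and 14 in PG/VG, and adjusted over the list alone 20 were in each. The largest fall was that of EXOSC5, with −0.65 in EC and −0.47 in PG/VG. The 20 genes of the cytoplasmic translation heat map (Figure 2B) were also all lower, with a median of −0.32 in each treatment, and 20 and 15 of them were DEGs. Adjusted over the list alone, 20 and 19 were. These values spanned −0.86 for the pseudogene RPLP0P6 to −0.25 in EC, and −0.52 for RPL22L1 to −0.060 in PG/VG. The study chose the heat map genes on these same samples, so the counts adjusted over the list alone are not independent evidence. From the suppression of the translation pathway in both treatments, the paper concludes that they had a negative impact on protein synthesis, and from the size of the LFC it concludes that the changes in expression of these genes were subtle.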

The first ten biological processes in PG/VG vs. control comparison also included mitochondrial gene expression (GO:0140053) and mitochondrial translation (GO:0032543), as well as aerobic respiration (GO:0009060) and cellular respiration (GO:0045333), indicating changes in mitochondrial function (Figure 1D). 

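Of the 80 tested mitochondrial ribosomal protein genes, 77 were lower in PG/VG than in the control, with a median LFC of −0.17 (limma's camera, adjusted p = 8.03e-16). Of the 80 nuclear-encoded respiratory chain genes, 73 were lower, with a median of −0.17 (limma's camera, adjusted p = 3.72e-14). Under limma's fry neither list passed the threshold (adjusted p = 0.066 and 0.145). Over all genes, 7 of the mitochondrial ribosomal protein genes and 8 of the respiratory chain genes were DEGs, and adjusted over the list alone, 19 and 29. By batch, the median log2 difference was −0.16, −0.12 and −0.25 for the mitochondrial ribosomal protein genes in batches 2, 3 and 4, and −0.14, −0.10 and −0.28 for the respiratory chain genes. The 13 protein genes encoded in the mitochondrial genome had a median LFC of −0.11, with 10 lower and 3 higher, and were not past the threshold (limma's camera, adjusted p = 0.0543). Their median was −0.0089, 0.069 and −0.38 in batches 2, 3 and 4. Without PG/VG replicate 4 the fitted median was 0.037, so that library decides its direction, and it was also reversed, at 0.014, after a trend with GC content and length was removed.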

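In EC vs. control, 71 of the 80 mitochondrial ribosomal protein genes were lower, with a median LFC of −0.14 (limma's camera, adjusted p = 1.07e-07), and the median by batch was −0.020, −0.19 and −0.23. Under fry this was not past the threshold (limma, adjusted p = 0.0982). Over all genes 11 of them were DEGs, and adjusted over the list alone, 12. Of the 80 nuclear-encoded respiratory chain genes, 66 were lower in EC, with a median LFC of −0.091 (limma's camera, adjusted p = 0.000535). That call was lost under fry (limma, adjusted p = 0.373), with the trend with GC content and length removed (median −0.024, adjusted p = 0.225 in camera) and without control replicate 4 (median −0.021). The respiratory chain medians by batch were 0.066, −0.10 and −0.22, so that batch 2 had the opposite direction. With the adjustment over all genes, 4 of the respiratory chain genes were DEGs in EC, and adjusted over the list alone, 0, while between EC and PG/VG the list was higher in EC for 68 of the 80, with a median of 0.069 (limma's camera, adjusted p = 0.000176, and fry, adjusted p = 0.423). The 13 protein genes of the mitochondrial genome were all lower in EC, with a median of −0.20 (limma's camera, adjusted p = 0.000658, and fry, adjusted p = 0.242), and 2 of them were DEGs both over all genes and adjusted over the list alone. Their median was −0.11 with the GC content and length trend removed, not past the threshold (limma's camera, adjusted p = 0.145). With each library left out in turn, it ranged from −0.34, without EC replicate 4, to −0.15, without EC replicate 3.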

Enrichment plots for mitochondrial gene expression and mitochondrial translation gene sets revealed downregulation of these processes in both EC and PG/VG treatments (Figure 2G,H), while aerobic respiration and cellular respiration were not significantly affected in EC treatment. Downregulated genes in both treatments included genes coding for mitochondrial ribosome proteins that are encoded by the nuclear genome, such as *MPRS18B*, *MRPL3*, *MRPL21*, *DAP3* and *MRPL4* (Figure 2E,F). 

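The gene written as MPRS18B has the symbol MRPS18B in the annotation (ENSG00000204568, chromosome 6 from 30617840 to 30626395). Its level was 84.7 ± 0.975 CPM in the control, 70.8 ± 2.93 CPM in PG/VG and 68.3 ± 2.62 CPM in EC (n = 3 each). The LFC was −0.31 in EC (SE 0.072, adjusted p = 0.00624, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −0.26 in PG/VG (SE 0.072, adjusted p = 0.0407, same edgeR test). MRPL4 had −0.32 in EC (SE 0.076, adjusted p = 0.00751, edgeR) and −0.36 in PG/VG (SE 0.076, adjusted p = 0.00798, edgeR), and 21.3% of its exon length overlaps other genes. MRPL3 and MRPL21 were DEGs in EC, with an LFC of −0.29 and −0.30, but not in PG/VG, where the LFC was −0.22 (adjusted p = 0.0645, edgeR) and −0.27 (adjusted p = 0.0739, edgeR). DAP3 was not past the threshold in EC (LFC −0.18, SE 0.071, adjusted p = 0.102, edgeR) or in PG/VG (LFC −0.18, SE 0.071, adjusted p = 0.155, edgeR). All 5 genes were lower in 3 of 3 batches in both treatments. With ComBat-Seq counts and DESeq2, MRPL3, MRPL21 and DAP3 passed the threshold in PG/VG (adjusted p = 0.00129, 0.00866 and 0.0191), and so did the test of DAP3, EC vs control (adjusted p = 0.00963, DESeq2). The PG/VG call of MRPS18B was lost in 5 of the 9 fits that left out one library, with its highest adjusted p, 0.268 in edgeR, without PG/VG replicate 2. In EC the call of MRPL21 was lost in 4 of the 9, with 0.169 in edgeR without control replicate 3. MRPL4 lost its call in 2 of the 9 in EC and in 3 in PG/VG, with an adjusted p up to 0.0597 and 0.0655 in edgeR. The EC call of MRPL3 was lost in 1, with 0.0593 in edgeR. The 20 genes of the mitochondrial translation heat map (Figure 2E) were all lower in both treatments, with a median of −0.31 in EC and −0.25 in PG/VG, and 16 and 8 of them were DEGs, or 20 and 19 adjusted over the list alone. In the mitochondrial gene expression heat map (Figure 2F) all 20 were also lower, with medians of −0.32 and −0.27, and 19 and 8 were DEGs, or 20 and 17 adjusted over the list alone. These lists too were chosen by the study on these samples.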

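COA3 (ENSG00000183978, chromosome 17 from 42795147 to 42798704) was at 38.9 ± 3.97 CPM in the control, 33.3 ± 2.95 CPM in PG/VG and 37.5 ± 3.63 CPM in EC (n = 3 each), and 42.3% of its exon length overlaps WNK4. Its LFC was −0.23 in PG/VG (SE 0.089, adjusted p = 0.146, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in 3 of 3 batches, and −0.053 in EC (SE 0.088, adjusted p = 0.751, same edgeR test), lower in 2 of 3. The LFC in EC turned positive, at 0.0075 with library size as the only scaling, at 0.018 with the GC content and length trend removed and at 0.0036 without EC replicate 3. The mitochondrial gene MT-ND2 (ENSG00000198763), at 4470 to 5511 of the mitochondrial genome, was at 793 ± 104 CPM in the control, 659 ± 97.5 CPM in PG/VG and 699 ± 152 CPM in EC. The LFC was −0.26 in PG/VG (SE 0.084, adjusted p = 0.0776, edgeR) and −0.19 in EC (SE 0.084, adjusted p = 0.146, edgeR), lower in 3 of 3 batches in both. With ComBat-Seq counts and DESeq2, both genes were past the threshold in PG/VG (COA3, PG/VG vs control, adjusted p = 0.0395, and MT-ND2, PG/VG vs control, adjusted p = 0.0157). MT-ND2 was also past it there without a filter (adjusted p = 0.0277, edgeR), with 2 groups in the fit (adjusted p = 0.0145, edgeR), without PG/VG replicate 3 (adjusted p = 0.0198, edgeR) and without EC replicate 4 (adjusted p = 0.0307, edgeR). In EC it was past it without EC replicate 4 (LFC −0.34, adjusted p = 0.0162, edgeR).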

*COA3*, a gene that codes for Cytochrome c Oxidase Assembly Factor 3, and *ND2*, a mitochondrial gene that encodes subunit 2 of NADH dehydrogenase, were slightly downregulated in PG/VG compared to the control, but were not among DEGs in EC-treated cells (Table S1).

Lipid metabolic process (GO:0006629) was upregulated in EC treatment when compared to both control and PG/VG treatment, with upregulated genes including *NEU1*, which is involved in the metabolism of glycolipids and lysosomal catabolism, and cytochrome P450 genes *CYP1B1* and *CYP1A1*, among others (Table S1)*. 

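NEU1 (ENSG00000204386) is a protein-coding gene on chromosome 6 from 31857659 to 31862905. It was at 99.7 ± 82.4 CPM in the control, 105 ± 85.9 CPM in PG/VG and 142 ± 95.1 CPM in EC (n = 3 each). The spread follows the batch, since the control libraries of batches 2, 3 and 4 were at 49.8, 54.4 and 195 CPM. With the batch in the model, the LFC was 0.61 in EC vs. control (SE 0.084, adjusted p = 4.98e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.53 in EC vs. PG/VG (SE 0.083, adjusted p = 0.00139, same edgeR test). It was higher in EC in 3 of 3 batches in both comparisons, and both calls held in all 9 fits that left out one library.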

CYP1B1* and *CYP1A1* were among the most upregulated genes in EC treatment, when compared to untreated cells and also when compared to PG/VG-treated cells (Table S1). 

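CYP1A1 (ENSG00000140465, chromosome 15 from 74719542 to 74725536) was at 1.73 ± 0.890 CPM in the control, 1.97 ± 0.602 CPM in PG/VG and 10.8 ± 1.23 CPM in EC (n = 3 each), from 18 to 299 counts per library. Its LFC was 2.65 in EC vs. control (SE 0.24, adjusted p = 2.06e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.47 in EC vs. PG/VG (SE 0.22, adjusted p = 1.06e-05, same edgeR test). CYP1B1 (ENSG00000138061, chromosome 2 from 38066973 to 38109902), with 13.0% of its exon length shared with other genes, was at 382 ± 27.4, 498 ± 40.7 and 1477 ± 251 CPM in control, PG/VG and EC. The LFC was 1.95 in EC vs. control (SE 0.096, adjusted p = 3.17e-09, edgeR) and 1.56 in EC vs. PG/VG (SE 0.095, adjusted p = 7.54e-08, edgeR). Ranked by LFC among the upregulated DEGs, CYP1A1 and CYP1B1 were at positions 6 and 36 in EC vs. control and 1 and 4 in EC vs. PG/VG. These ranks use LFC without shrinkage or a count minimum, so they are not ranks of the paper's shrunken values. RSAD2, TPBGL, PLD5 and UBE2QL1 lay above CYP1B1 here. The paper's values for them in EC vs. control are 1.11, 1.45, 1.04 and 1.16, against 1.92 for CYP1B1. CYP1A1 and CYP1B1 were both higher in EC in 3 of 3 batches.

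**Figure D3:**
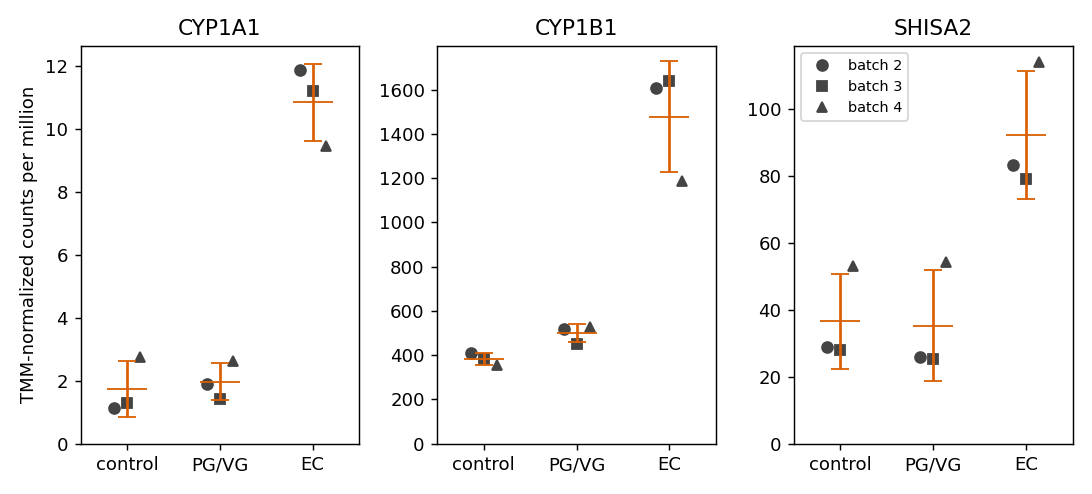
Level of CYP1A1, CYP1B1 and SHISA2 in each library (TMM-normalized CPM, vertical axis), by condition, with 1 marker per batch and the mean ± SD of the 3 replicates. For all 3 genes, each EC library lies above each control and PG/VG library.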

*CYP1B1* was found to be upregulated by CS exposure and plays a key role in CS-induced lipid accumulation in alveolar type 2 cells [36]. 

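ABCA7 (ENSG00000064687, chromosome 19 from 1039997 to 1065572) was at 15.3 ± 0.962 CPM in the control, 20.9 ± 2.14 CPM in PG/VG and 22.3 ± 2.72 CPM in EC (n = 3 each). Its LFC was 0.54 in EC vs. control (SE 0.096, adjusted p = 0.000566, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.45 in PG/VG vs. control (SE 0.097, adjusted p = 0.00898, same edgeR test). The PG/VG call was lost without control replicate 4, PG/VG replicate 2 or PG/VG replicate 4, where the adjusted p was 0.0603, 0.0535 and 0.0549 (edgeR). ABCA3 (ENSG00000167972, chromosome 16 from 2275881 to 2340746) was at 42.4 ± 2.96, 59.5 ± 2.62 and 55.8 ± 3.25 CPM in control, PG/VG and EC. The LFC was 0.40 in EC vs. control (SE 0.075, adjusted p = 0.00109, edgeR) and 0.49 in PG/VG vs. control (SE 0.075, adjusted p = 0.0006, edgeR). Both genes were higher in 3 of 3 batches in both treatments.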

*ABCA7* and *ABCA3*, involved in the transport of phospholipids, were slightly upregulated in both EC and PG/VG compared to the control. *BCAT1*, coding for a key enzyme in branched amino acid metabolism, whose increased transcription is associated with poor survival of lung cancer patients, was downregulated in EC treatment [37].

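BCAT1 (ENSG00000060982, chromosome 12 from 24810024 to 24949101) was at 261 ± 125 CPM in the control, 222 ± 95.1 CPM in PG/VG and 176 ± 88.7 CPM in EC (n = 3 each). Its LFC in EC vs. control was −0.58 (SE 0.074, adjusted p = 2.31e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in 3 of 3 batches and between −0.66 and −0.53 with each library left out in turn.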

When EC was compared to PG/VG, cellular responses to chemical stimulus and hormone metabolic process were activated, while enriched cellular components included focal adhesion (GO:0005925), actin filament bundle (GO:0032432) and membrane domain (GO:0045121). 

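Of the 80 actin and focal adhesion genes on the list, 73 had a lower level in EC than in PG/VG, with a median LFC of −0.14 (limma's camera, adjusted p = 3.11e-16). Under limma's fry the list was also past the threshold (adjusted p = 0.0136). Adjusted over all genes 5 of the 80 were DEGs in this comparison, and adjusted over the list alone, 27. Against the control, the median was −0.20 in EC (limma's camera, adjusted p = 3.21e-13) and −0.058 in PG/VG (limma's camera, adjusted p = 0.0451, and fry, adjusted p = 0.192).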

There was enrichment in the biological processes of mitotic nuclear division (GO:0140014) and sister chromatid segregation (GO:0000070) (Figure 1E), with GSEA revealing suppression of these processes in EC treatment compared to PG/VG (Figure S2). 

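The 73 tested mitosis genes had a median LFC of −0.15 in EC vs. PG/VG, with 69 lower in EC (limma's camera, adjusted p = 2.34e-19, and fry, adjusted p = 0.0468). Adjusted over all genes 3 were DEGs, and adjusted over the list alone, 25. Compared with the control, the median was −0.14 in EC (limma's camera, adjusted p = 2.63e-08, and fry, adjusted p = 0.0641, not past the threshold) and 0.024 in PG/VG (limma's camera, adjusted p = 0.625, and fry, adjusted p = 0.684).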

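FLNA (ENSG00000196924, chromosome X from 154348524 to 154374634) was at 3102 ± 493 CPM in the control, 3398 ± 616 CPM in PG/VG and 2694 ± 494 CPM in EC (n = 3 each). Its LFC in EC vs. PG/VG was −0.34 (SE 0.070, adjusted p = 0.0182, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It lost the call in 3 of the 9 fits that left out one library, and without PG/VG replicate 2 its LFC was −0.26 (edgeR, adjusted p = 0.255). FBLIM1 and DLC1 had an LFC of −0.23 and −0.26, lower in 3 of 3 batches, and were not past the threshold in EC vs. PG/VG (edgeR, adjusted p = 0.15 and 0.118). With ComBat-Seq counts and DESeq2 both were (FBLIM1, EC vs PG/VG, adjusted p = 0.00809, and DLC1, EC vs PG/VG, adjusted p = 0.0117), and DLC1 also without a filter (edgeR, adjusted p = 0.0385). With the GC content and length trend removed, the adjusted p of the pair was 0.0359 and 0.0417 (edgeR). RHOA (ENSG00000067560, chromosome 3 from 49359139 to 49412998), with 19.0% of its exon length shared with other genes, was at 522 ± 43.5, 420 ± 21.3 and 430 ± 65.9 CPM in control, PG/VG and EC. Its LFC was 0.022 in EC vs. PG/VG (SE 0.072, adjusted p = 0.94, edgeR), and the value for RHOA, EC vs PG/VG turned negative without PG/VG replicate 2 (−0.063), without EC replicate 2 (−0.059) and with the GC content and length trend removed (−0.011). In EC vs. control the LFC of RHOA was −0.29 (SE 0.072, adjusted p = 0.00983, edgeR).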

Downregulated genes related to cytoskeleton organization included *FLNB*, *FLNA*, *FBLIM1*, *RHOA* and *DLC1*, among others. Inhibition of RhoA and disruption of intercellular adhesion molecules have been implicated in the effect of cigarette smoke extract on lung vascular cells’ permeability [38]. Transmembrane signaling receptor activity (GO:0004888) and molecular transducer activity (GO:0060089) were among the most activated processes in EC vs. control, while plasma membrane (GO:0005886) and cell surface receptor binding (GO:0005102) were the most upregulated in PG/VG vs. control. These could reflect changes in cell–cell interaction and membrane trafficking. Additionally, positive regulation of cytokine production (GO:0050715) and response to virus (GO:0009615) were observed, suggesting that upregulation of plasma membrane components could also be to promote immune response.

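Of 48 interferon-stimulated genes, 47 had a higher level than the control in EC, with a median LFC of 0.41 (limma's camera, adjusted p = 1.35e-25). In PG/VG 47 were also higher, with a median of 0.42 (limma's camera, adjusted p = 1.46e-32). Under fry the adjusted p was 0.027 in both (limma). With the adjustment over all genes, 29 were DEGs in EC and 24 in PG/VG, and adjusted over the list alone, 34 and 32. The median log2 difference was 0.50, 0.54 and 0.44 in EC in batches 2, 3 and 4, and 0.19, 0.58 and 0.42 in PG/VG. The paper proposes that the upregulation of plasma membrane components could promote an immune response.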

Genes that were upregulated in EC-treated cells when compared to the control, with the [LFC]  >  1, included those linked with inflammatory response (*IL24*, *SECTM1*, *RSAD2/MX2*, *DMBT1*), xenobiotic metabolism (*CYP1A1*, *CYP1B1*, *TIPARP*, *ALDH3A1*) and cytoskeleton organization (*VCAN*, *NGFR*). 

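SECTM1 (ENSG00000141574, chromosome 17 from 82321024 to 82334074) was at 3.70 ± 1.06 CPM in the control and 10.3 ± 2.47 CPM in EC (n = 3 each), an LFC of 1.45 (SE 0.19, adjusted p = 5.16e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For IL24 the LFC in EC vs. control was 1.41 (SE 0.26, adjusted p = 0.000984, edgeR). IL24 had 2 to 232 counts per library, its level was 2.06 ± 2.75 CPM in the control and 4.93 ± 5.70 CPM in EC, and 41.6% of its exon length overlaps FCMR. RSAD2, at 0.716 ± 0.291 CPM in the control and 3.41 ± 3.49 CPM in EC, had an LFC of 2.10 (SE 0.42, adjusted p = 0.00407, edgeR). It lost the call without control replicate 4 (LFC 1.02, adjusted p = 0.114, edgeR) and without EC replicate 4 (RSAD2, EC vs control, LFC 1.93, adjusted p = 0.0559, edgeR). The LFC of MX2 was 1.33 and that of DMBT1 1.61 (adjusted p = 0.0034 and 7.64e-05, edgeR). TIPARP, at 60.3 ± 11.5 CPM in the control and 129 ± 10.3 CPM in EC, and ALDH3A1, at 0.905 ± 0.0865 and 2.96 ± 0.775 CPM, had an LFC of 1.12 and 1.71 (adjusted p = 8.63e-05 and 0.000423, edgeR). The LFC was 1.16 for VCAN and 1.26 for NGFR (adjusted p = 2.06e-05 and 3.28e-05, edgeR), and 27.2% of the exon length of NGFR overlaps other genes. All 9 genes were higher in EC than in the control in 3 of 3 batches, and those other than RSAD2 kept their call in all 9 fits that left out one library.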

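POSTN (ENSG00000133110, chromosome 13 from 37562583 to 37598844) was at 4.71 ± 2.28 CPM in the control, 2.51 ± 0.952 CPM in PG/VG and 2.02 ± 1.02 CPM in EC (n = 3 each), from 18 to 101 counts per library. Its LFC in EC vs. control was −1.22 (SE 0.20, adjusted p = 0.00026, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in 3 of 3 batches and between −1.35 and −1.15 with each library left out in turn.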

*POSTN*, coding for a secreted extracellular matrix protein, was among the downregulated DEGs with [LFC]  >  1 in EC vs. control comparison. Out of 48 genes upregulated in EC when compared to the control that had [LFC]  >  1, 7 genes were also upregulated when EC was compared to PG/VG (*IL24*, *TIPARP*, *SECTM1*, *VIPR1*, *SHISA2*, *CYP1B1*, *CYP1A1*).

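Of the genes not described above, SHISA2 (ENSG00000180730, chromosome 13 from 26044597 to 26052016) was at 36.5 ± 14.2 CPM in the control, 35.2 ± 16.6 CPM in PG/VG and 92.0 ± 19.1 CPM in EC (n = 3 each). Its LFC was 1.38 in EC vs. control (SE 0.099, adjusted p = 2.64e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.45 in EC vs. PG/VG (SE 0.098, adjusted p = 3.24e-08, same edgeR test). VIPR1, with 11.4% of its exon length shared with other genes, had an LFC of 1.42 (SE 0.20, adjusted p = 9.26e-05, edgeR) and 1.14 (SE 0.19, adjusted p = 0.00328, edgeR), and the EC vs. PG/VG call was lost without PG/VG replicate 4 (adjusted p = 0.0696, edgeR). In EC vs. PG/VG the LFC was 2.23 for IL24 (SE 0.27), which had 5, 2 and 77 counts in the PG/VG replicates 2, 3 and 4, 1.11 for TIPARP (SE 0.12) and 1.12 for SECTM1 (SE 0.18), with adjusted p of 0.000128, 0.000787 and 0.00257 (edgeR). Each of these genes was higher in EC in 3 of 3 batches.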

### 3.2. Effect on BEAS-2B Proteome

The shotgun proteomic data from control and treatment groups in triplicate were used to visualize trends in GO enrichment categories and significantly differentially expressed proteins (DEPs) (Table S2).

Protein metabolism appears impaired in both treatments (less enriched), as indicated by the decrease in related cellular component and molecular function categories, particularly those associated with ribosomes and their function (Figure 3A). Another notable aspect of GO enrichment that differs from the control is energy metabolism. Energy pathways are additionally enriched in the treatments, while the mitochondrion category within cellular components shows the opposite trend. This may reflect an increase in alternative energy pathways not directly linked to mitochondria (e.g., glycolysis), or a compensatory effect due to reduced mitochondrial components (Figure 3A). 

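The 8 genes for subunits of the CCT chaperonin, which folds newly made proteins, were all lower than the control in both treatments. The median LFC was −0.21 in EC (limma's camera, adjusted p = 0.000164) and −0.16 in PG/VG (limma's camera, adjusted p = 0.000222). Under fry the adjusted p was 0.0465 in EC and 0.066 in PG/VG (limma), so the PG/VG result was not past the threshold there. Adjusted over all genes 4 of the 8 were DEGs in EC and 1 in PG/VG, and adjusted over the list alone, 7 and 4. CCT5 (ENSG00000150753, chromosome 5 from 10249929 to 10266389), with 30.8% of its exon length shared with other genes, was at 557 ± 47.1 CPM in the control, 487 ± 33.3 CPM in PG/VG and 452 ± 54.7 CPM in EC (n = 3 each). Its LFC was −0.30 in EC (SE 0.066, adjusted p = 0.0037, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −0.19 in PG/VG (SE 0.066, adjusted p = 0.101, same edgeR test). CCT8 was past the threshold in both, with −0.23 in EC and −0.24 in PG/VG (adjusted p = 0.029 and 0.0472, edgeR). CCT7 was past it in EC at −0.22 (adjusted p = 0.0284, edgeR) and not in PG/VG at −0.19 (adjusted p = 0.108, edgeR). CCT3 was not past the threshold in EC (LFC −0.19, adjusted p = 0.0628, edgeR) or in PG/VG (LFC −0.13, adjusted p = 0.28, edgeR). With ComBat-Seq counts and DESeq2, CCT5 and CCT7 passed it in PG/VG (CCT5, PG/VG vs control, adjusted p = 0.00147, and CCT7, PG/VG vs control, adjusted p = 0.00493). The test of CCT3, EC vs control passed it there too (DESeq2, adjusted p = 0.00127), with DESeq2 with the batch in the model (adjusted p = 0.0343), with RLE normalization (edgeR, adjusted p = 0.0439) and without EC replicate 2 (edgeR, adjusted p = 0.0197). The calls of CCT7 and CCT8 in EC were each lost in 5 of the 9 fits that left out one library, with an adjusted p of 0.166 and 0.107 in edgeR without EC replicate 3. In PG/VG the call of CCT8 was lost in 7 of them, with 0.35 in edgeR without PG/VG replicate 2.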

Chaperone activity was impaired in both treatments compared to the control, as visible in Figure 3A under molecular function and biological processes for EC and PG/VG conditions, which is also in accordance with the downregulation of genes responsible for chaperone-mediated protein folding (*CCT3*, *CCT7*, *CCT8*, *CCT5*) as evidenced by transcriptome analysis (Table S1).

Some of these observations are mirrored in the FunRich software’s automated selection of the most significantly enriched cellular component categories, as reflected in their order of appearance (Figure 3B). For example, ribosomes rank seventh, eighth, and ninth in control, PG/VG, and EC, respectively. Similarly, mitochondria rank fourth, fifth, and sixth in control, PG/VG, and EC, respectively. Notably, the nucleus appears in PG/VG as the twelfth category, while it is absent from the top 12 most significantly enriched categories in both control and EC. The proteomic, label-free quantitative findings of differentially expressed proteins (DEPs) (Table S2) mostly support the qualitative enrichment trend of representative categories in the cellular component, biological process, and molecular function aspects (Figure 3A). The set of 35 DEPs was analyzed using QuickGO (https://www.ebi.ac.uk/QuickGO) (accessed on 30 May 2025), applying the same GO terms as presented in Figure 2A. For instance, under the GO term “ribosome” (GO:0005840), two proteins were annotated as “part_of” the ribosome and were both downregulated across treatments. Specifically, 60S ribosomal protein L34 (RPL34) was significantly downregulated in EC, while 40S ribosomal protein S11 (RPS11) was significantly downregulated in PG/VG, reinforcing the observed decreasing trend in ribosome-related enrichment. These findings are consistent with the downregulation of translation pathways and mitochondrial gene expression found in transcriptome analysis. Proteome analysis also revealed enrichment of cellular components for lysosome in treatments where it was ranked fourth in both EC and PG/VG, while it occupied sixth position in the control.

When analyzing biological process generation of precursor metabolites and energy (GO:0006091), 2 DEPs were identified: isoform 2 of serine/threonine-protein phosphatase PP1-gamma catalytic subunit, which was upregulated in both treatments, and glyceraldehyde-3-phosphate dehydrogenase, which was significantly upregulated only in EC. Analysis of protein metabolism (GO:0019538, biological process) revealed that all 3 DEPs associated with translation, a child term of protein metabolism, were significantly downregulated in both treatments compared to the control: RPL34, RPS11, and cytoplasmic asparagine–tRNA ligase, with expression ratios of Ctrl:PG/VG:EC = 1.00:0.77:0.47, 1.00:0.39:0.86, and 1.00:0.62:0.44, respectively (Table S2).

Interestingly, all proteins associated with proteolysis (GO:0006508, a child term of protein metabolism) were upregulated at least in one treatment: isoform 3 of leukotriene A4 hydrolase (1.00:2.19:0.97); isoform 2 of cytosol aminopeptidase (1.00:2.13:1.28); 26S proteasome regulatory subunit 7, involved in the ubiquitin-dependent protein catabolic process (1.00:2.06:1.75); ATP-dependent Clp protease proteolytic subunit, mitochondrial, which plays a role in protein quality control by degrading misfolded or incompletely synthesized proteins (1.00:0.90:6.43); and eIF-2-alpha kinase activator GCN1, which is involved in protein–RNA covalent cross-link repair and the rescue of stalled ribosomes (1.00:2.48:1.07). Collectively, these proteins are associated with cellular repair mechanisms, suggesting an increased level of molecular damage in the treatments.

Coming to the molecular function aspect, the situation with ribosomes and translation is replicated, since the same set of DEPs emerges when employing appropriate GO terms (GO:0003723-RNA binding and GO:0003735-structural constituents of ribosomes).

Finally, some very interesting examples of DEPs upregulated in EC treatment, which do not fall into the above-mentioned GO terms, are tyrosine-protein kinase JAK3, and Di-Ras2, a small GTP-binding protein that acts as a molecular switch in cell signalling pathways, and can activate the RAF/MEK/MAPK pathway. Similarly, isoform 2 of Serine/arginine-rich splicing factor 2 protein (SRSF2) was also found to be upregulated in EC and has been reported in studies with aging lung mucosa [39] or with apoptotic lung cells [40].

To further distinguish the effects of nicotine and flavor-containing e-cigarette aerosol from the PG/VG carrier, we compared EC directly to PG/VG. Recalculation of 35 DEPs in Table S2 identified 21 differentially expressed proteins between these two treatments, with 12 upregulated and 9 downregulated in EC. Ten of the upregulated DEPs (DIRAS2, MYH9, ACTN1, NONO, NARS1, H2AC6, H1-4, RPL34, PA2G4, MCM3) were also consistently upregulated in EC vs. control, while two (TOP2A and LAP3) showed relative upregulation in EC compared to PG/VG despite not reaching the cutoff in EC vs. control. Of the downregulated DEPs, five followed the control trend, whereas four (MYH13, H3C1, H1-5, SF3B3) behaved like the control in EC but were upregulated in PG/VG. These findings highlight nicotine and flavor-specific proteomic effects distinct from the PG/VG carrier.

### 3.3. Protein Modifications

Protein modification profiles of each triplicate enabled both qualitative and quantitative pattern assessment of post-translational and chemical modifications caused by environmental factors, collectively abbreviated here as PMs (Figure 4, Table 1). Analysis of PMs in BEAS-2B cells treated with e-cigarette condensate revealed that EC-treated cells exhibited the highest number of different chemical derivative (CD) protein modifications (25 out of 49), followed by PG/VG treatment with 20 out of 48, while the control contained only 4 CD modifications out of 35. This trend is mirrored in the distribution of unique CD modifications: 78% (14 out of 18) in EC-treated cells and 60% (12 out of 20) in PG/VG-treated cells, with none detected in the control (Figure 4).

As shown in Table 1, the EC group contains seven PMs classified as toxic, while the PG/VG group has four, and the control group does not exhibit any PMs of this classification. Toxic PMs found in EC treatment comprise trinitrobenzene, 2,3-dihydro-2,2-dimethyl-7-benzofuranol N-methyl carbamate (carbofuran), bis(hydroxyphenylglyoxal) arginine, 5-dimethylaminonaphthalene-1-sulfonyl, O-diisopropylphosphorylation, N-Succinimidyl-2-morpholine acetate and naphthalene-2,3-dicarboxaldehyde (Table 1). In addition, the EC treatment led to the presence of 14 oxidative PMs, compared to 7 in the PG/VG group and 8 in the control group. Nearly half of the oxidative PMs in EC have an average saturation above 25%, which is quite a substantial share. These findings indicate a higher burden of both toxic and oxidative protein modifications in the EC-treated cells, suggesting a potentially greater level of cellular stress and damage compared to the other groups. This pattern could plausibly be attributed to the presence of aromatic compounds and nicotine in EC condensates (as both are present). However, based on the chemical modification signatures observed among the toxic/harmful group (Table 1, Figure 4), it is more likely that the modifications stem primarily from aromatic compounds and their combustion products, rather than direct covalent binding by nicotine. In order to definitively disentangle the relative contributions of nicotine versus aromatic compounds in terms of quantitative PM profiling, future experiments should compare e-cigarette liquids containing flavor with and without nicotine.

### 3.4. Determination of Mitochondrial Membrane Potential

Mitochondrial membrane potential was assessed to investigate the effect of EC and PG/VG on mitochondrial function in BEAS-2B cells using the fluorescent cationic dyes TMRE and JC-1. In line with the results of transcriptome and proteome analysis, BEAS-2B cells treated with EC and PG/VG displayed mitochondrial depolarization as evidenced by a significant decrease in TMRE fluorescence intensity (Figure 5A,B). Similarly, JC-1 staining showed a drastic decrease in mitochondrial membrane potential in EC and PG/VG-treated cells, as evidenced by an increase in JC-1 monomers emitting a green fluorescence signal (Figure 5C,D).

### 3.5. E-Cigarette Aerosol Condensate Attenuates Protein Synthesis in BEAS-2B Cells

To further evaluate the effect of EC and PG/VG on protein metabolism, cells undergoing translation were labeled using a method based on an alkyne analog of puromycin (OP-puromycin). Analysis of total protein synthesis rate in BEAS-2B cells treated with PG/VG and EC revealed a reduction of protein synthesis compared to the untreated control (Figure 6A,B). The observed difference was statistically significant. Additionally, no difference in total protein synthesis rate between PG/VG and EC treatment groups was observed.

### 3.6. E-Cigarette Aerosol Increases Lysosomal Signal in BEAS-2B Cells

To assess lysosomal content in response to EC and PG/VG treatments, we employed Lysotracker, a pH-sensitive dye that preferentially labels acidic compartments within a cell, such as lysosomes. Consistent with the findings of transcriptome analysis (Figure 7A), fluorescence imaging using a lysosome-targeting probe Lysotracker revealed that the lysosomal signal in EC-treated cells was significantly increased compared to the untreated cells, while PG/VG-treated cells showed a slight increase in lysosomal signal (Figure 7A). The fluorescence intensity quantification results are shown in Figure 7B.

### 3.7. E-Cigarette Aerosol Condensate Increases Lipid Droplet Formation in BEAS-2B Cells

BEAS-2B cells were stained with BODIPY™ 493/503 to evaluate the content of neutral lipids following treatment. Consistent with transcriptional changes (Figure 8A), BODIPY™ 493/503 staining of BEAS-2B cells revealed a greater number of lipid droplets in EC-treated cells compared to both the control and PG/VG treatments, indicating enhanced lipid droplet formation (Figure 8B,C). Although total lipid droplet volume per cell and mean lipid droplet volume were elevated in EC-treated cells (Figure 8D,E), these differences did not reach statistical significance, indicating a trend toward increased droplet size and enhanced lipid accumulation.

### 3.8. E-Cigarette Aerosol Condensate Reduces Total Polymerized Actin in BEAS-2B Cells

Phalloidin, a bicyclic peptide that binds with high affinity to F-actin, was used to visualize F-actin and stress fibers in treated cells. Phalloidin staining revealed that EC exposure caused a significant reduction in total polymerized actin per cell compared to control and PG/VG groups (Figure S3A,B). Mean filament intensity per cell showed a non-significant trend toward reduction in EC-treated cells (Figure S3C). F-actin area per cell was unchanged across groups (Figure S3D). In control cells, phalloidin staining showed prominent stress fibers, indicating intact cytoskeletal tension. Importantly, EC exposure significantly reduced total polymerized actin per cell and visibly diminished stress fiber formation, while total F-actin area remained unchanged. PG/VG treatment had no detectable effect. These results indicate that EC reduces filament polymerization without altering the spatial coverage of F-actin within cells, which is in line with the findings of transcriptome analysis of downregulation of actin components.

## 4. Discussion

In the present study, we aimed to evaluate the effect of acute exposure to low doses of e-cigarette aerosol condensate on lung bronchial epithelial cells by comparing the effects of carrier liquid consisting solely of PG and VG with e-cigarettes containing nicotine and flavor. By integrating transcriptomic, proteomic, and cellular assays, this study provides an insight into lung epithelial cell homeostasis after short-term low-level exposure to e-cigarettes, revealing the shared effects of the PG/VG carrier and nicotine/flavored formulations on cellular processes, as well as processes intensified by nicotine/flavored e-cigarettes.

In our transcriptome analysis of e-cigarette effects, omitting an LFC cutoff enabled insight into the full spectrum of subtle gene expression changes induced by e-cigarettes, capturing low-magnitude but biologically relevant alterations, such as the translation process and lipid metabolism, which might be overlooked by higher LFC criteria. We used tobacco-flavored e-cigarettes in this study, reflecting emerging global market trends toward banning non-tobacco and non-mint flavors in e-cigarettes [41,42], and thereby enhancing the translational relevance of our findings. Notably, tobacco-flavored e-cigarettes were also found to exert less pronounced cellular effects on bronchial epithelial cells than flavors such as mint-flavored e-cigarettes [43].

One of the most prominent changes identified in our transcriptome analysis, in both EC and PG/VG-treated cells, was the effect of e-cigarette aerosol condensate on cellular transcription and ribosomal biogenesis. These findings were consistently mirrored at the proteome level, where the ribosome component was found to be decreased in both EC and PG/VG treatments and subsequently confirmed with a cellular assay. Combined with observed chaperone downregulation in our study, these results point to a decline in proteostasis capacity upon e-cigarette exposure. To the best of our knowledge, reports on the effects of e-cigarettes on protein translation remain scarce. It is possible that when applying cutoff criteria in transcriptome analysis, these changes, being that they are subtle, are not being recognized. Our previously published proteome analysis of V79 lung fibroblasts exposed to e-cigarette liquids, the same that were also used here to generate aerosol condensate, identified a reduction in the total number of proteins and downregulation in the translation process, while proteomic analysis of the lung tissue of mice exposed to e-cigarettes found ribosomal proteins to be affected [33,44]. Findings of transcriptomic analysis by Park et al. reported the reduced expression of ribosome genes and a reduction in protein biogenesis in response to vanilla-flavored e-cigarettes [45]. Dysregulation of the translation process in BEAS-2B cells was also observed at the transcriptional level in response to ultrafine particles of diesel and biomass combustion [46]. Therefore, it would be worth examining which component in e-cigarettes is responsible for this effect and comparing the effects of different types and flavors of e-cigarettes.

In addition to cytoplasmic translation downregulation, translational repression was also evident in the downregulation of genes for mitochondrial ribosomes. This downregulation of translation systems within mitochondria was also reflected in the downregulation of cellular components for mitochondria on the proteome level and mitochondrial dysfunction, as evidenced by the decrease in mitochondrial membrane potential after the treatment. Furthermore, observed oxidative protein damage could be both cause and consequence of mitochondrial impairment. In our analysis, mitochondrial function was impaired in response to both EC and PG/VG, suggesting the harmful impact of e-cigarette carriers alone on cellular respiration. Adverse effects of e-cigarettes on mitochondrial function have been previously reported, both in in vitro studies and in e-cigarette users [11,12], and our results point to impaired mitochondrial translation as one of the possible mechanisms by which e-cigarettes induce mitochondrial dysfunction, as well as to this being the shared effect triggered by both PG/VG carriers alone and nicotine and flavor-containing e-cigarettes.

In our transcriptomic analysis, the most significantly upregulated genes, when EC treatment was compared to PG/VG treatment, were cytochrome P450 enzymes *CYP1A1* and *CYP1B1*. In smokers, *CYP1A1* and *CYP1B1* are known to be upregulated by polycyclic aromatic hydrocarbons (PAHs), carcinogens highly abundant in cigarette smoke and also found in e-cigarettes [47,48]. Our results are in line with the recent study presenting the first transcriptome analysis of lung tissue of e-cigarette users that also identified *CYP1A1* as the most upregulated gene compared to non-users [13]. *CYP1A1* and *CYP1B1* were also found to be significantly upregulated in oral keratinocytes exposed to e-cigarette aerosol condensate, and significant upregulation of *CYP1A1* was found in the lungs of rats exposed to e-cigarettes [11,21]. Additionally, the rate of metabolism of a major known tobacco carcinogen, benzo(a)pyrene, to genotoxic products was found to be increased after exposure to e-cigarettes in oral keratinocytes [49]. Enzymes belonging to the cytochrome P450 superfamily also play a major role in lipid metabolism, and *CYP1B1* was found to play a key role in lipid accumulation in alveolar epithelial type II (AT2) cells upon cigarette smoke exposure [36].

Alterations in lipid homeostasis, mainly lipid alterations in AT2 epithelial cells and alveolar macrophages, were also reported after e-cigarette exposure [50,51]. Results of our transcriptome analysis revealed elevated lipid metabolic process, and subsequent imaging revealed increased presence of lipid droplets in EC-treated cells. Presence of macrophages with accumulated excessive lipids, lipid-laden macrophages, was reported in bronchial alveolar fluids (BAL) of e-cigarette users when compared to non-users, as well as in mice chronically exposed to e-cigarettes [50,51]. Chronic e-cigarette vapor exposure was also found to increase intracellular phospholipids in BAL cells, which, combined with the altered macrophages, led to an altered surfactant lipid profile in the lungs, dampened innate immune response and increased susceptibility to inhaled pathogens [51]. In the same study by Madison et al., the authors also reported that alveolar macrophages of mice chronically exposed to e-cigarettes (4-month exposure) presented with an increased number of lysosomes [51]. Our results also showed an elevated lysosomal component in proteomic analysis, which was confirmed by an increase in lysosomal content in BEAS-2B, particularly in EC-treated cells. This lysosomal disruption could reflect changes in cell metabolism and demand for macromolecular or organelle breakdown, which is in line with the observed presence of irreversibly damaged proteins as well as lipid droplets in our study. It is also worth noting that lysosomes are the key accumulation point for fine particulate matter (PM2.5) [52], and e-cigarettes were found to be the source of PM2.5 [53], so their contribution to this effect also needs to be taken into consideration. Further investigation into lysosomal function and autophagy flux, as well as the composition of e-cigarette vapor condensate, is needed to elucidate the mechanism of action on lysosomes. Notably, these perturbations in lipid metabolism and lysosomal abundance observed here after 24 h of e-cigarette exposure mirror those reported in chronic vaping models, highlighting the value of short-term treatments in capturing biologically relevant shifts that align with chronic outcomes.

Protein modification profiles in BEAS-2B cells treated with e-cigarette aerosol condensate revealed an increased number of different chemical derivatives visible as protein modifications in cells treated with EC and PG/VG, suggesting a particularly harmful effect of these treatments, especially EC, as these types of modifications can significantly impact protein folding, functionality, and subcellular localization. Together with the observed translational repression, on both the transcriptomic and proteomic levels, the presence of these protein modifications implies a significant burden on the cellular proteome caused by e-cigarette exposure.

Several chemically induced protein modifications were detected exclusively in EC-treated BEAS-2B cells, revealing the presence of reactive xenobiotic species. The biohazard modification trinitrobenzene, caused by a highly toxic compound [54], was found only in the EC group, consistent with previous observations in V79 lung fibroblasts exposed to e-cigarette liquid [33], and warrants further investigation.

Carbofuran (2,3-dihydro-2,2-dimethyl-7-benzofuranol N-methyl carbamate), a banned insecticide in the US, EU, and Canada due to its high toxicity [55], appeared as a covalent serine modification in EC-treated cells but not in PG/VG or control. This suggests that reactive benzofuran-based electrophiles, likely thermal degradation products of flavoring agents or additives, can acylate hydroxyl groups on serine. This non-enzymatic, xenobiotic-induced PM is distinct from ROS-driven oxidation and indicates that EC aerosols contain reactive aromatic carbamate species capable of targeting critical protein residues. Given the irreversibility of N-methyl carbamate modifications, affected proteins must be degraded, placing additional stress on proteostatic systems [56].

Detection of bis(hydroxyphenylglyoxal) arginine in EC-treated BEAS-2B cells indicates the formation of reactive α-dicarbonyl species, particularly glyoxal and its aromatic derivatives. Glyoxal, a highly reactive 1,2-dialdehyde, promotes arginine-selective glycation and the formation of advanced glycation end products (AGEs) [57].

These PMs arise from covalent reactions between glyoxal derivatives and the guanidino group of arginine, forming stable adducts that disrupt protein structure and function. Such modifications may compete with physiological arginine PMs and interfere with signaling pathways linked to inflammation and cellular stress. AGEs formed by glyoxal and related species are implicated in oxidative stress-related diseases, including diabetes [58], atherosclerosis [59,60], and neurodegenerative disorders [61].

A PM corresponding to 5-dimethylaminonaphthalene-1-sulfonyl (dansyl) was identified on valine residues. Structurally analogous to dansyl chloride, this modification forms stable sulfonamide adducts with primary and secondary amines under physiological conditions [62]. Its presence suggests that electrophilic aromatic sulfonyl compounds generated by EC aerosols can irreversibly modify lung epithelial proteins through aromatic sulfonylation [62].

O-diisopropylphosphorylation, a chemically induced phosphorylation-like PM, was also observed following EC treatment. This covalent adduct, associated with toxic organophosphorus exposure, can promote protein crosslinking and has been linked to neurotoxicity [63].

N-succinimidyl-2-morpholine acetate (SMA), typically a synthetic crosslinker used in vitro, targets primary amines on lysine side chains and N-termini. Its detection in EC-treated BEAS-2B cells suggests that aerosol-derived succinimidyl-like compounds can induce non-enzymatic covalent modifications resembling NHS ester-mediated lysine acetylation.

Finally, naphthalene-2,3-dicarboxaldehyde, a reactive aromatic dialdehyde, was identified. Known to form fluorescent isoindole derivatives with lysine and N-termini, its presence supports the idea that EC aerosols contain volatile aromatic aldehydes capable of covalent protein labelling [64].

The appearance of 2,3-dihydro-2,2-dimethyl-7-benzofuranol N-methyl carbamate as a covalent modification on serine residues in BEAS-2B cells treated with EC, but not in PG/VG-treated cells and control, strongly suggests that reactive benzofuran-based electrophiles, possibly thermal degradation products of flavoring agents or additives, are capable of acylating hydroxyl groups on serine. This PM reflects a non-enzymatic, xenobiotic-induced modification distinct from ROS-driven oxidation. In the context of exposure to e-cigarette aerosols, this PM indicates that the aerosol contains reactive aromatic carbamate species capable of targeting critical protein residues. Because covalent N-methyl carbamate modifications are typically irreversible, modified proteins must be turned over, placing additional burden on proteostatic systems. For example, increased and dysregulated proline oxidation to pyrrolidinone is associated with impaired protein function and linked to diseases such as cancer and other stress-related conditions [65].

It needs to be noted that chemical modifications commonly detected by mass spectrometry and labelled in the Unimod database as CD are typically associated with intentional derivatization for analytical purposes. However, in the context of protein modification analysis following exposure to toxic treatments, similar or even identical modifications may arise unintentionally due to environmental chemical reactions. This overlap can lead to misidentification or misclassification of certain protein modifications, where treatment-induced changes are mistakenly attributed to known reagents or deliberate processes. Beyond database overlap, there is also the possibility of mass shift isomers, where distinct chemical modifications can produce similar mass changes, and we acknowledge this as a limitation of current PM analysis despite applying stringent scoring and manual validation.

To mitigate this ambiguity, it would be most optimal to perform de novo PMs analysis alongside open, unspecified database-driven matching, which is preferable to a specified search, as the latter may overlook context-specific modifications [33,66]. In summary, while protein identification has been mastered long ago by bottom-up mass-spectrometry-based proteomics, global quantitative profiling of protein modifications is still under improvement due to challenges associated with their reliable and confident identification and validation [67].

The disruption of proteostasis, mitochondrial function, and lipid metabolism are processes known to contribute to chronic lung diseases, including chronic obstructive pulmonary disease (COPD) and lung cancer. This, together with observed upregulation of xenobiotic-metabolizing enzymes and accumulation of toxic protein modifications, supports concerns that e-cigarette exposure may initiate pathogenic pathways similar to those induced by conventional cigarette smoke. The early molecular changes detected in our study, particularly irreversible protein modifications, could serve as potential clinical biomarkers of subclinical injury caused by e-cigarette use. One of the observed protein modifications is of particular potential interest. 3-nitrotyrosine (3-NT), a biomarker of nitroxdative stress, was found to be elevated in airways of patients with chronic lung diseases (such as COPD and asthma) and also to be induced by smoking [68,69]. Although we did not detect 3-NT in our samples, we have observed the presence of 2-aminotyrosine (2-AT) after exposure to EC. The presence of 2-AT can be a consequence of the reduction of the nitro group on 3-NT, and the detection of 2-AT can indicate nitroxidative stress even in the absence of detectable 3-nitrotyrosine. Given its greater chemical stability, 2-AT may represent a persistent footprint of aerosol-induced protein damage and warrants further evaluation as a potential biomarker of e-cigarette exposure.

There are several limitations of this study that should be mentioned. First, the experiments were conducted using a single immortalized bronchial epithelial cell line, which, although widely used, does not fully capture the cellular diversity and complexity of the human airway epithelium. Future studies incorporating primary human bronchial epithelial cells, air–liquid interface cultures, or co-culture systems would improve physiological relevance. Second, we used acute, short-term treatment with e-cigarette aerosol condensates, which has allowed us to capture early molecular events. Long-term exposure studies are needed to determine whether the observed transcriptomic and proteomic alterations persist, adapt, or worsen over time. Finally, although we identified numerous protein modifications associated with e-cigarette exposure, functional validation of their direct biological consequences was beyond the scope of this study. Future work should aim to link specific environmentally induced protein modifications to altered cellular function and disease-relevant outcomes.

In conclusion, our findings revealed that non-cytotoxic exposure to e-cigarette aerosol disrupts proteostasis and cellular fitness in BEAS-2B cells, as evidenced by changes in cellular translation, lipid metabolism, mitochondrial function, and protein modifications. The presence of most of these changes corroborates findings from chronic exposure models and from e-cigarette users, underscoring their early onset and potential persistence in e-cigarette-induced cellular stress. Our results show that key cellular processes such as protein translation and mitochondrial function are affected by both carrier liquids alone as well as by e-cigarettes containing nicotine and flavor, pointing to the harmful effect of base components beyond nicotine or flavor. Ultimately, these results raise concerns about the potential of e-cigarettes to prime lung epithelial cells for long-term dysfunction and disease susceptibility.

## Figures and Tables

**Figure 1:**
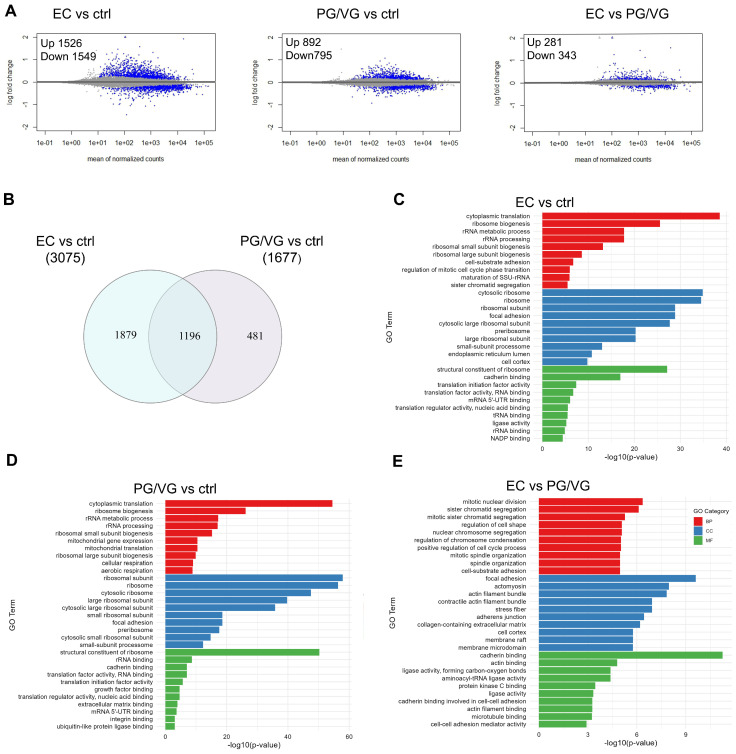
Transcriptomic analysis of BEAS-2B cells exposed to e-cigarette aerosol condensate (ctrl represents untreated cells, EC represents cells treated with e-cigarette condensate with flavor and nicotine and PG/VG carrier solution of propylene glycol and glycerol). (**A**) MA-plots for the shrunken log2fold changes (*p*adj < 0.01). (**B**) The Venn diagram illustrates the overlapping of DEGs from PG/VG and EC treatments. A Venn diagram was created using the online tool Interactivenn. (**C**–**E**) Gene Ontology (GO) enrichment analysis of differentially expressed genes (DEGs) unique to 3 different comparisons. Over-representation analysis (ORA) showing the top 10 GO terms of each ontology category—cellular component (CC), molecular function (MF), and biological process (BP). Analyses were done in R with ClusterProfiler. Three replicates were used for each condition.

**Figure 2:**
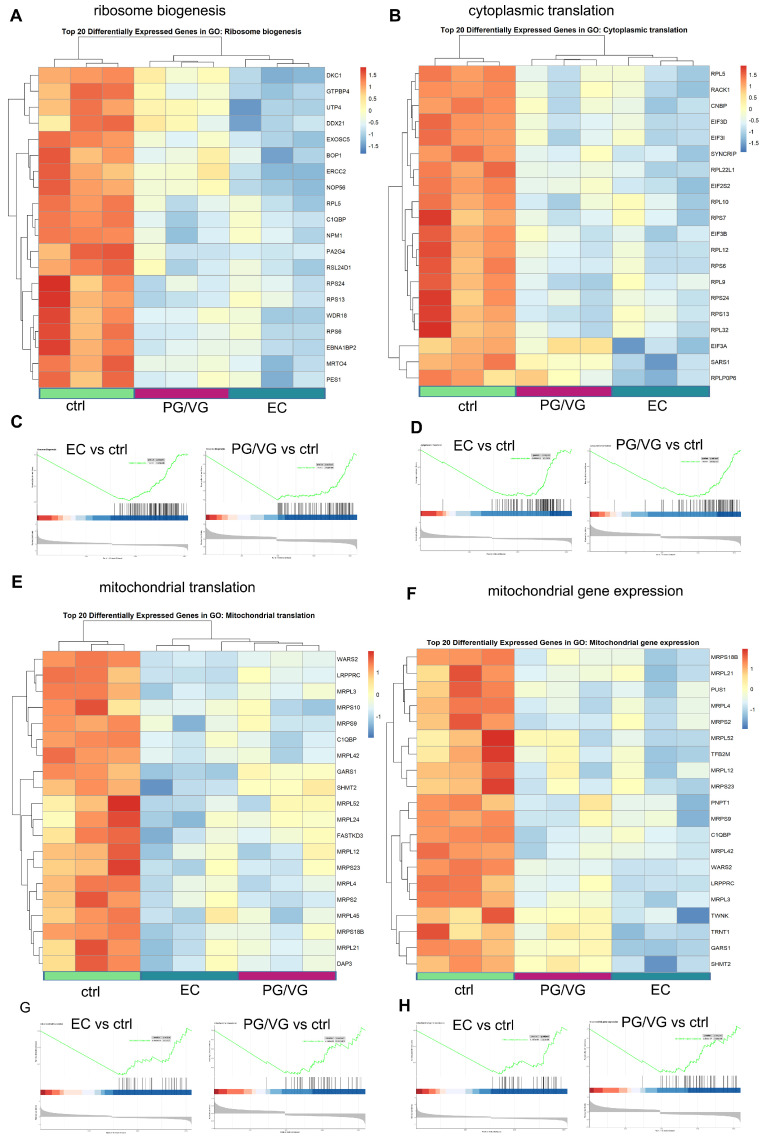
Impacts of E-Cigarette Exposure on Translation and Mitochondrial Gene Expression in BEAS-2B Cells. (**A**,**B**) Heatmaps for the top 20 differentially expressed genes belonging to ribosome biogenesis (**A**) and cytoplasmic translation (**B**) gene sets. (**C**,**D**) Enrichment plots of ribosome biogenesis (**C**) and cytoplasmic translation (**D**). (**E**,**F**) Heatmaps for the top 20 differentially expressed genes belonging to mitochondrial translation (**E**) and mitochondrial gene expression (**F**) gene sets. (**G**,**H**) Enrichment plots of mitochondrial translation (**G**) and mitochondrial gene expression (**H**) gene set in BEAS-2B cells exposed to e-cigarettes. The expression level of each transcript in the heatmaps is represented by a color, ranging from blue (low) to red (high). The green line in enrichment plots indicates the trend of the enrichment score (ES), with a negative enrichment score corresponding to downregulation of the shown processes. Three replicates were used for each condition.

**Figure 3:**
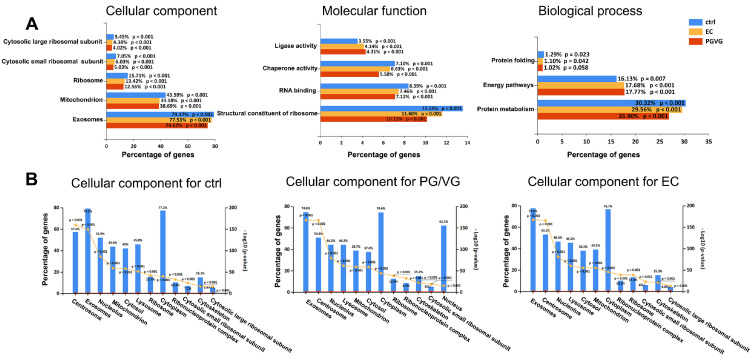
Proteomics-Derived Gene Ontology Profiling of BEAS-2B cell proteome following EC and PG/VG treatments. (**A**) Comparison of cellular component (CC), molecular function (MF), and biological process (BP) among BEAS-2B treatments was performed using FunRich 3.1.3 software. Statistically significant enrichment of gene products is presented for representative examples in each GO category; *p*-values were calculated using the hypergeometric test and corrected for multiple comparisons using the Bonferroni method. (**B**) Enrichment analysis of cellular component categories in BEAS-2B proteomes following EC and PG/VG exposure. Cellular component profiling and enrichment analysis were performed for BEAS-2B cells under each treatment condition. The legend indicates −log_10_(*p*-value) as the probability score from gene ontology enrichment analysis. *p*-values were calculated using the hypergeometric test and corrected for multiple comparisons with the Bonferroni method. All analyses and graphics were generated using FunRich 3.1.3 software. Three biological replicates were used for each condition.

**Figure 4:**
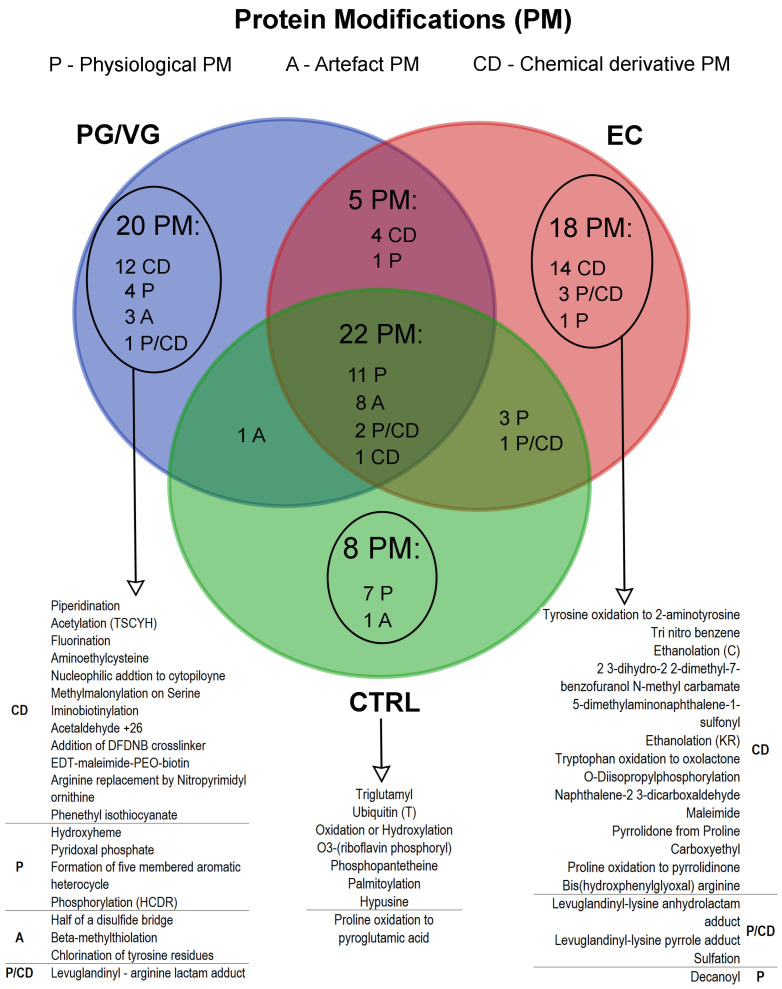
Venn diagram of protein modification (PMs) profiling in BEAS-2B cells exposed to e-cigarette aerosol condensate. CD—chemical derivative modification, P—physiological modifications (posttranslational modification (PTM) or PTM-like protein modification), A—artefact protein modification. The Venn diagram was created using FunRich software (http://funrich.org).

**Figure 5:**
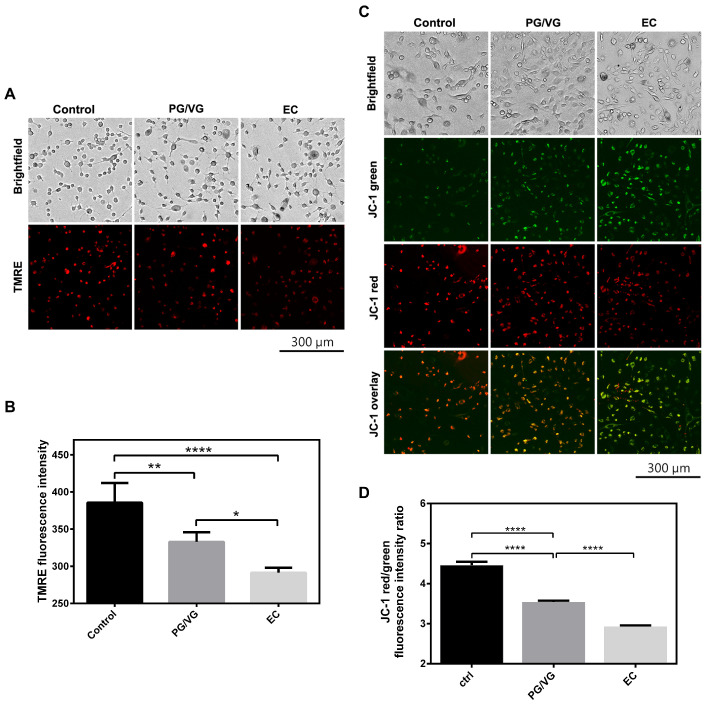
E-cigarette aerosol condensate decreases mitochondrial membrane potential in BEAS-2B cells. (**A**) Potential-dependent staining of mitochondria by TMRE, visualized by ImageXpress^®^ Pico Automated Cell Imaging System. Representative images show an overall reduction in TMRE fluorescence intensity in e-cigarette treatments. (**B**) TMRE fluorescence intensity (a.u.) was quantified using CellReporterXpress software and plotted as mean ± SD. The *p*-values were calculated using one-way ANOVA and Tukey’s post-hoc test. The statistically significant difference between groups is shown as **** (*p* < 0.0001), ** (*p* < 0.01), and * (*p* < 0.05). Results are representative of 3 experiments. Scale bar 300 µm. (**C**) Potential-dependent staining of mitochondria by JC-1 and visualized by ImageXpress^®^ Pico Automated Cell Imaging System. Regions of high mitochondrial polarization are indicated by red fluorescence due to JC-1 aggregate formation, while depolarized regions are indicated by the green fluorescence of JC-1 monomers. (**D**) JC-1 red/green intensity ratio (a.u.) was quantified using Fiji software and plotted as mean ± SEM. The *p*-values were calculated using one-way ANOVA and Tukey’s post-hoc test. The statistically significant difference between groups is shown as **** (*p* < 0.0001). Results are representative of 3 experiments.

**Figure 6:**
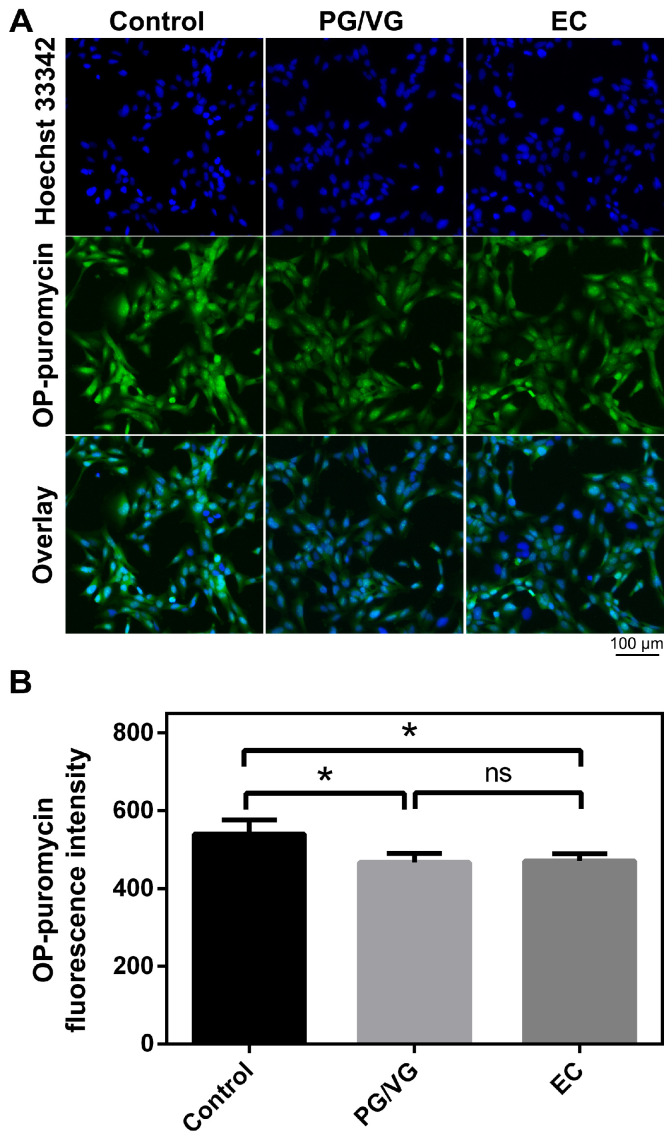
E-cigarette aerosol condensate reduces global protein synthesis in BEAS-2B cells. (**A**) OP-puromycin metabolic labeling of proteins in BEAS-2B cells treated with e-cigarette aerosol condensate visualized by ImageXpress^®^ Pico Automated Cell Imaging System. Nuclei were counterstained with Hoechst 33342. Results are representative of 3 experiments. Scale bar 100 µm. (**B**) OP-puromycin fluorescence intensity (a.u.) was quantified using CellReporterXpress software and plotted as mean ± SD, relative to the untreated control. The *p*-values were calculated using one-way ANOVA and Tukey’s post-hoc test. The statistically significant difference between the groups is shown as * (*p* < 0.05); ns—nonsignificant.

**Figure 7:**
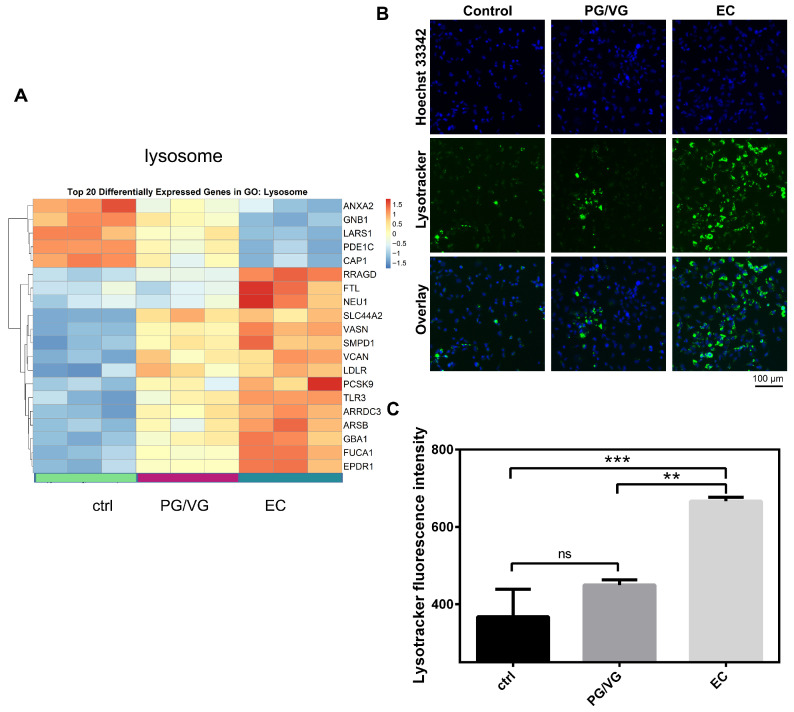
The effects of e-cigarette aerosol condensate on lysosomal signal in BEAS-2B cells. (**A**) Heatmap for the top 20 differentially expressed genes belonging to the Lysosome gene set. (**B**) Lysotracker labeling of BEAS-2B cells treated with e-cigarette aerosol condensate visualized by ImageXpress^®^ Pico Automated Cell Imaging System. Nuclei were counterstained with Hoechst 33342. Scale bar 100 µm. Results are representative of 3 experiments. (**C**) Lysotracker fluorescence intensity (a.u.) was quantified using CellReporterXpress software and plotted as mean ± SD, relative to the untreated control. The *p*-values were calculated using one-way ANOVA and Tukey’s post-hoc test. The statistically significant difference between the groups is shown as ** (*p* < 0.01), and *** (*p* < 0.001); ns—nonsignificant.

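The 20 genes of the lysosome heat map (Figure 7A), which the study chose on these samples, were all DEGs in EC vs. control, 15 higher and 5 lower, with a median LFC of 0.61 that spanned −1.06 for PDE1C to 1.74 for ARRDC3. In PG/VG vs. control 11 of them were higher and 2 lower past the threshold, and in EC vs. PG/VG 7 were higher and 1 lower. Adjusted over the list alone, 20, 15 and 15 passed, which is not independent evidence for a list chosen this way. Of the 75 tested genes on the list of lysosomal genes written beforehand, 65 were higher in EC than in the control, with a median LFC of 0.16 (limma's camera, adjusted p = 2.51e-09, and fry, adjusted p = 0.0468). Adjusted over all genes 28 of the 75 were DEGs, and adjusted over the list alone, 34. In PG/VG vs. control 45 were higher, with a median of 0.028 that was not past the threshold (limma's camera, adjusted p = 0.149), 4 were DEGs and 9 were when adjusted over the list alone. It passed the threshold there without a filter (median 0.061, adjusted p = 0.0295 in camera) and with the GC content and length trend removed (median 0.044, adjusted p = 0.0114 in camera). In EC vs. PG/VG 67 were higher, with a median of 0.13 (limma's camera, adjusted p = 2.21e-12, and fry, adjusted p = 0.0841, not past the threshold), 3 were DEGs and 12 were when adjusted over the list alone.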

**Figure 8:**
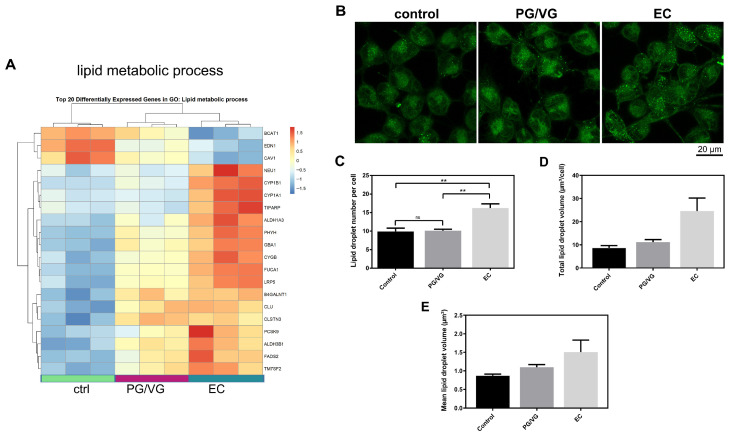
The effects of electronic cigarette aerosol condensate on lipid metabolism in BEAS-2B cells. (**A**) Heatmap for the top 20 differentially expressed genes belonging to the lipid metabolism biological process. (**B**) Representative images of neutral lipid droplets stained with BODIPY™ 493/503. Scale bar 20 µm. Visualized by Leica TCS SP8 confocal microscope. (**C**) Lipid droplet number per cell, (**D**) Total lipid droplet volume per cell, and (**E**) Mean lipid droplet volume were quantified in Fiji software and plotted as mean ± SEM. The *p*-values were calculated using one-way ANOVA and Tukey’s post-hoc test. The statistically significant difference between the groups is shown as ** (*p* < 0.01); ns—nonsignificant. Results are representative of 2 experiments.

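Of the 20 genes in the lipid metabolic process heat map (Figure 8A), all were DEGs in EC vs. control, with 17 higher and 3 lower. The median LFC was 0.67, from −1.12 for EDN1 to the value of CYP1A1. In PG/VG vs. control 13 were higher and 1 lower past the threshold, with a median LFC of 0.36. In EC vs. PG/VG 9 were higher and 1, BCAT1 with an LFC of −0.38, was lower past the threshold. Adjusted over the list alone, 20, 17 and 16 passed, and this list too was chosen by the study on these samples.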

**Table 1:** Relative protein modification profiling control and treated BEAS-2B cell proteomes.

Modification Type	Unimod Label	Average Δm Shift (a.u.)	Control (CTRL)		PG/VG		EC	
			Ratio	%	Ratio	%	Ratio	%
**OXIDATIVE MODIFICATIONS**								
**I Carbonylation due to direct oxidation of Lys, Thr and Pro amino acid side chains**								
Proline oxidation to pyrrolidinone	CD	−30.0260	N/A	0	N/A	0	∞	100
Pyrrolidone from Pro	CD	−28.0101	N/A	0	N/A	0	∞	14
2-amino-3-oxo-butanoic_acid from Thr	P/CD	−2.0159	1.0 ± 1.2	6 ± 7	0.5 ± 0.5	4 ± 3	0.03 ± 0.01	0.5 ± 0.2
Lysine oxidation to aminoadipic semialdehyde	P/CD	−1.0311	N/A	0	1.0 ± 0.1	43 ± 37	2.2	62
**II Carbonylation due to Michael addition reaction of α,β-unsaturated aldehydes derived from lipid peroxidation**								
Levuglandinyl-lysine anhyropyrrole adduct	P/CD	298.4192	1.0 ± 0.1	39 ± 4	1.1 ± 0.5	34 ± 12	1.7 ± 1.4	24 ± 10
Levuglandinyl-arginine lactam adduct	P/CD	290.3939	N/A	0	∞	100	N/A	0
**III Carbonylation events due to AGEs formation**								
Condensation product of glucosone on Arg	CD	160.12470	N/A	0	1.0	3	1.6	56
Carboxyethyl (H)	CD	72.06270	N/A	0	N/A	0	∞	0.4
**Other direct oxidative modifications**								
Ethanolation (K and R)	CD	44.0526	N/A	0	N/A	0	∞	12 ± 6
Dihydroxy (K)	P	31.9988	1	21	0	0	0	0
Dihydroxy (R and/or P)	P	31.9988	N/A	0	N/A	0	∞	97 ± 3
Met double oxidation (sulphone)	A	31.9988	1.0 ± 0.7	4	0	0	0.2	2
Met single oxidation (sulfoxide)	P/CD	15.9994	1.0 ± 0.2	28 ± 7	1.0 ± 0.5	23 ± 6	0.7 ± 0.1 *	23 ± 6
His and Trp oxidation	A	15.9994	1.0 ± 0.5	8 ± 2	1.3 ± 0.4	4 ± 2	0.7 ± 0.1	8 ± 1
Oxidation or Hydroxylation of Asn	P	15.9994	1	38	0	0	0	0
Tyrosine oxidation to 2-aminotyrosine	CD	15.0146	N/A	0	N/A	0	∞	5
Proline oxidation to pyroglutamic acid	A	13.9835	1	3	0	0	0	0
Tryptophan oxidation to oxolactone	CD	13.9835	N/A	0	N/A	0	∞	25
**PHYSIOLOGICAL MODIFICATIONS (PTMs)**								
Acetylation (K)	P/CD	42.0367	1.0 ± 1.0	93 ± 12	1.4 ± 0.4	73 ± 15	0.7 ± 0.5	67 ± 2
Acetylation (Protein N-term)	P/CD	42.0367	1.0 ± 0.1	94 ± 2	1.0 ± 0.1	91 ± 3	1.2 ± 0.3	93 ± 2
Methylation(KR)	P	14.0266	1.0 ± 0.2	86 ± 13	3.4 ± 1.5	13 ± 10	1.3 ± 1.6	60 ± 49
Biotinylation (GNLK)	P	226.2954	1.0 ± 0.8	22 ± 16	1.5 ± 0.2	22 ± 8	1.0 ± 1.2	49 ± 15
Dimethylation (KR)	P	28.0532	1.0 ± 0.2	86 ± 13	2.1 ± 0.2	100 ± 0	1.5 ± 1.4	92 ± 5
Diethylation	P	56.1063	1.0 ± 0.3	41 ± 29	2.2	51	1.6 ± 0.7	42 ± 8
Heme (H)	P	616.4873	1.0 ± 0.6	63 ± 19	1.4 ± 0.6	70 ± 1	1.6 ± 0.6	62 ± 1
Dehydration (S,T,N,Q,Y)	P	−18.0153	1.0	30	2.2 ± 0.4	37 ± 11	0.7	18
Myristoylation (GCK)	P	210.3556	1.0 ± 0.1	52 ± 68	4.3 ± 4.3	100 ± 0	4.6	100
Dehydration (D)	P	−18.0153	1.0 ± 0.3	3 ± 1	0	0	0	0
Hydroxyheme E	P	614.4714	N/A	0	∞	0.4	N/A	0
Phosphorylation (STY)	P	79.9799	1.0	9	5.1	43	4.3 ± 1.0	44 ± 2
Palmitoylation (KT)	P	238.4088	1.0 ± 0.8	52 ± 67	0	0	0	0
Decanoyl (S)	P	154.2493	N/A	0	N/A	0	∞	5
Octanoyl (T)	P	126.1962	1.0 ± 0.5	5 ± 2	1.1 ± 0.3	4 ± 1	0.9 ± 0.0	5 ± 1
Lipoyl (K)	P	188.3103	N/A	0	∞	100	∞	100
O3-(riboflavin) phosphoryl (T)	P	438.3285	1.0	1	0	0	0	0
Triglutamyl on Glu	P	387.3419	1.0	5	0	0	0	0
Phosphopantetheine (S)	P	340.333	1.0	98	0	0	0	0
Deamidation (R)	P	−0.9848	1.0 ± 1.2	43	0	0	0	0
N-acetyl neuraminic acid (T)	P	291.2546	1.0	19	0	0	0.6	17
Sulfation (S)	P	80.0632	N/A	0	N/A	0	∞	1
Pyridoxal phosphate (K)	P	229.1266	N/A	0	∞	100	N/A	0
Hypusine (K)	P	87.1204	1.0	31	0	0	0	0
**TOXIC/BIOHAZARD MODIFICATIONS (Chemical derivatives-CD)**								
Tri nitro benzene (R)	CD	211.0886	N/A	0	N/A	0	∞	5
2 3-dihydro-2 2-dimethyl-7-benzofuranol N-methyl carbamate (S)	CD	57.0153	N/A	0	N/A	0	∞	48
Bis(hydroxphenylglyoxal) arginine	CD	282.2476	N/A	0	N/A	0	∞	6
5-dimethylaminonaphthalene-1-sulfonyl (V)	CD	233.2862	N/A	0	N/A	0	∞	0.3
O-Diisopropylphosphorylation (AV)	CD	164.1394	N/A	0	N/A	0	∞	100
N-Succinimidyl-2-morpholine acetate (LIP)	CD	127.1412	N/A	0	∞	48 ± 23	∞	70
Naphthalene-2 3-dicarboxaldehyde (LNW)	CD	175.1855	N/A	0	N/A	0	∞	50 ± 70
Acetaldehyde +26 (H)	CD	26.0373	N/A	0	∞	100	N/A	0
Chlorination of tyrosine residues	CD	34.4451	N/A	0	∞	100	N/A	0
Fluorination (FWYA)	CD	17.9905	N/A	0	∞	1	N/A	0
**ENVIRONMENTAL MODIFICATIONS (Chemical derivatives-CD)**								
Ubiquitination (K)	CD	383.446	1.0 ± 0.9	59 ± 36	1.2 ± 0.2	52 ± 50	1.3 ± 0.8	41 ± 13
Phenethyl isothiocyanate (ES)	CD	163.2395	N/A	0	∞	100	N/A	0
Nucleophilic addition to cytopiloyne (KT)	CD	362.3738	N/A	0	∞	57 ± 61	N/A	0
Methylmalonylation (S)	CD	100.0728	N/A	0	∞	34	N/A	0
Arginine replacement by Nitropyrimidyl ornithine	CD	81.0297	N/A	0	∞	13	N/A	0
Addition of DFDNB crosslinker (K)	CD	164.0752	N/A	0	∞	67 ± 11	N/A	0
Beta-methylthiolation (C)	CD	46.0196	N/A	0	∞	100	N/A	0
Aminoethylcysteine (T)	CD	59.1334	N/A	0	∞	5.0 ± 0.4	N/A	0
Iminobiotinylation (T)	CD	225.3106	N/A	0	∞	8 ± 3	N/A	0
Piperidination (EY)	CD	68.1170	N/A	0	∞	3	∞	47 ± 5
EDT-maleimide-PEO-biotin (T)	CD	601.8201	N/A	0	∞	48	N/A	0
Maleimide (K)	CD	97.0721	N/A	0	N/A	0	∞	5
**ARTEFACT MODIFICATIONS**								
Amidation (any C term)	A	−0.9848	1	86	1.1 ± 0.6	71 ± 41	0	0
Carbamoylation (KR)	A	43.0247	1	1	2.5	1	1.2 ± 1.0	1 ± 1
Deamidation (NQ)	A	0.9848	1.0 ± 0.1	10 ± 3	3.8 ± 4.5	40 ± 18	1.1 ± 0.2	14 ± 3
Formylation (KR)	A	28.0101	1.0 ± 1.3	28 ± 35	1.1 ± 0.9	66 ± 19	2.0 ± 0.3	55 ± 15
Pyro-glu from Q	A	−17.0305	1.0 ± 0.5	14 ± 5	1.1 ± 0.3	25 ± 14	1.0 ± 0.4	26 ± 2
Pyro-glu from E	A	−18.0153	1.0 ± 0.4	4 ± 5	0.2 ± 0.1	2.0 ± 0.4	0.3 ± 0.3	23 ± 16

* Ratio: sum of areas under extracted ion chromatography (XIC) curves of all modified peptides bearing the same modification type divided by the sum of XIC curve areas of modified peptides from the control group. CD—chemical derivative modification, P—physiological modification (posttranslational modification (PTM) or PTM-like protein modification), A—artefact protein modification, Δm—delta mass (e.g., change in the initial and resulting mass after the modification introduction); N/A: not applicable since modified peptide form does not exist (e.g., only unmodified form of peptide is present). ∞: when dividing an integer by 0, as in the case when expressing a ratio where the XIC value of the control modified peptide is 0.

## Data Availability

RNA-seq data have been deposited at NCBI’s Sequence Read Archive (SRA) with SRA BioProject accession number PRJNA1198719 and Gene Expression Omnibus (GEO) with GEO series accession number GSE315683. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD072831 and 10.6019/PXD072831.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells15060525/s1, Figure S1: Effects of e-cigarette aerosol condensate on cell viability in BEAS-2B cells, as determined by MTT assay (24 h treatment). Data shown as % of control and are the mean ± SEM of 3 independent replicates. *p*-values were calculated using an unpaired *t*-test with Welch’s correction; Figure S2: Gene Ontology enrichment analysis of differentially expressed genes (DEGs) unique to 3 different comparisons (ctrl vs. PG/VG, ctrl vs. EC, PG/VG vs. EC); Figure S3: Electronic cigarette aerosol condensate reduces total F-actin in BEAS-2B cells. (A) F-actin was stained with Alexa Fluor™ 555 phalloidin and visualized by Leica DMRB microscope. Representative images show diminished F-actin in EC-treated cells compared to control and PG/VG. Scale bar = 100 µm. (B) Total F-actin per cell (integrated density, a.u.) was quantified using Fiji software and plotted as mean ± SEM. The *p*-values were calculated using one-way ANOVA and Tukey’s post-hoc test. The statistically significant difference between the groups is shown as *** (*p* < 0.001). ns—nonsignificant. (C) Mean F-actin intensity per cell (a.u.) and (D) Mean F-actin area per cell (a.u.) were quantified using Fiji software and plotted as mean ± SEM. Results are representative of 2 experiments.; Table S1: List of differentially expressed genes (DEGs) for all 3 comparisons (ctrl vs. PG/VG, ctrl vs. EC, PG/VG vs. EC); Table S2: The proteomic, label-free quantitative findings of differentially expressed proteins (DEPs).

## Abbreviations

The following abbreviations are used in this manuscript:

A	Artefact
AT2	Alveolar epithelial type II cells
a.u.	Arbitrary units
BAL	Bronchial alveolar fluid
BP	Biological process
CD	Chemical derivative
CC	Cellular compartment
CTRL	Control
DEGs	Differentially expressed genes
DEPs	Differentially expressed proteins
DMSO	Dimethyl sulfoxide
EC	Electronic cigarette containing propylene glycol, glycerol, nicotine and flavor
FDR	False discovery rate
GO	Gene ontology
LFC	Log fold change
LFQ	Label free quantification
MTT	Thiazolyl Blue Tetrazolium Blue
MF	Molecular function
nLC-MS/MS	Nano liquid chromatography coupled to high resolution tandem mass spectrometry
P	Physiological modification
PBS	Phosphate-buffered saline
PG	Propylene glycol
PM	Protein modification
PM2.5	Fine particulate matter
PTM	Post translational modification
SDS PAGE	Sodium dodecyl sulphate-polyacrylamide gel electrophoresis
TMRE	Tetramethyl rhodamine ethyl ester
VG	Vegetable glycerin

How the deposited data were processed for this re-analysis (not part of the article)

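RNA from BEAS-2B cells left untreated, or exposed for 24 h to a 2% (v/v) dilution of PG/VG or EC aerosol condensate, was sequenced by the authors, with 3 libraries per condition and 9 in all. The authors trimmed the reads with fastp, aligned them with STAR to GRCh38 and counted them on the exons of an Ensembl annotation with featureCounts, without multi-mapping or multi-overlapping reads. The paper's text does not name the strand setting, so the share of exon length that overlaps other genes is given for genes named where it is large. The deposited table holds the authors' raw counts for 63187 genes in 9 columns. Its columns are whole numbers and had not been adjusted for batch, filtered or normalized. Every column was used.

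The counts on genes ranged from 16168260 to 24917838 per library, 23347 to 26134 genes had at least 1 count, the 10 most abundant genes took 3.24% to 4.80% of the counts and genes of the mitochondrial genome 1.32% to 1.93%. TMM factors lay between 0.971 and 1.045. The sample labels give each library the number 2, 3 or 4 as replicate and batch. Libraries with the same number from different conditions had correlations of their deviations from the condition mean between 0.334 and 0.707 in 9 pairs. Libraries with different numbers had between −0.539 and 0.426. Only number 4 stood apart, with 0.648 to 0.707. Numbers 2 and 3 were not told apart. PG/VG replicate 2 had 0.356 with EC replicate 2 and 0.426 with EC replicate 3. Control replicate 2 had 0.348 with PG/VG replicate 2 and 0.287 with PG/VG replicate 3. The number was used as a replicate block because the labels give it as the batch. Without the replicate block, EC vs. control gave 16 DEGs in place of 2157. No 2 replicates were duplicates of each other, since the chi-square per gene between them was at least 3.66.

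Genes with at least 10 counts in at least 3 libraries, 16030 in all, were tested in R 4.3.3 with edgeR 4.0.16. The steps were TMM normalization, robust dispersion estimates, one quasi-likelihood fit of all 9 libraries with a coefficient for each condition and for the batch, quasi-likelihood tests of EC vs. control, PG/VG vs. control and EC vs. PG/VG, and Benjamini-Hochberg adjustment over the genes of each comparison with a threshold of 0.05. The standard error of a fold change was approximated as its absolute value divided by the square root of the test statistic. CPM values use the TMM-scaled library sizes. Means are given with the SD of 3 replicates, which for genes with a batch difference is larger than the error of the blocked comparison. An absolute log2 fold change of 1 marked the genes called past 1.

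The rule for genes named one by one was set in advance. It covers every gene the paper names from its transcriptome, the heat map genes of Figures 2, 7 and 8 as counts by direction, and in each comparison the 5 largest rises and 5 largest falls among DEGs that changed the same way in all 3 batches and had at least 20 counts in every library of the higher group. A result for a gene that falls under this rule is not reported here. Gene Ontology memberships were not used here. Instead, 27 gene lists were written from general knowledge. Lists for the paper's conclusions were cytosolic ribosomal protein, eIF3 subunit, ribosome biogenesis factor, mitochondrial ribosomal protein, nuclear-encoded respiratory chain, mitochondrially encoded protein, lysosomal, mitosis, actin and focal adhesion, CCT chaperonin subunit and interferon-stimulated genes. The exploratory lists were target genes of ATF4, NRF2, p53, YAP and the aryl hydrocarbon receptor, cholesterol, fatty acid synthesis, glycolysis, heat shock, hypoxia, inflammatory cytokine, metallothionein, nicotinic receptor, proteasome, S phase and unfolded protein response genes. A list was tested with camera in limma 3.58.1 at a preset correlation of 0.01, adjusted over 81 tests, and again with fry and with camera's estimated correlation. Its value is the median log2 fold change of its tested genes.

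Alternatives tried for each result were no replicate block, RLE normalization and library size as the only scaling in edgeR, no filter beyond at least 1 count, at least 10 counts in every library, DESeq2 1.42.0 with the batch in the model, the 2 groups compared alone, an adjusted p under 0.01 and each library left out in turn. The route the paper's methods describe was followed as another alternative, with ComBat-Seq of sva 3.50.0 with the treatment as the group, the filter, DESeq2 without a batch term and ashr 2.2.63 shrinkage, in other versions than the authors'. After seeing the data, 3 settings were added. These were counts thinned at random to the total of the smallest library, removal of the trend of each library with GC content and transcript length, fitted with mgcv 1.9.3 on the Ensembl canonical transcript of each gene, a choice made after results were seen, and the 50 most abundant genes left out.

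The steps were tested on simulated counts for 16030 genes in which 200 genes had a log2 fold change of 1. These 200 were drawn from well-counted genes, and the dispersions and batch differences were set by rule. DEGs of EC vs. control had a median absolute log2 fold change of 0.40. The recovery given here does not measure that of such smaller changes. edgeR with the block recovered 184 (92%) with 6 false calls, edgeR without the block 103, DESeq2 with the block 182 with 11 false calls, and ComBat-Seq with DESeq2 195 with 157 false calls. After thinning 183 were recovered. A GC trend added to the simulated counts gave 6159 false calls, and its removal left 9 with 191 recovered. A shift of −0.3 put into the ribosomal protein list was found as −0.29, and 0 of the other 26 lists passed the threshold. Genes were drawn independently of each other there. The result therefore cannot show how camera behaves where the genes of a list move together. Further simulations without a treatment effect, 40 with shared controls and 20 of the batch routes, drew counts with the batch differences and dispersions of the real libraries.

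Coordinates, gene types, exon overlaps, GC content and transcript length came from GENCODE release 44 on GRCh38, the build the paper names. Of the genes in the table 62666 were found there by their identifier and 521 were not, and these have no coordinates here. For the protein comparison, the ratios of the paper's Table S2 were set against the fold changes of the same genes. The imaging data and the protein modifications were not analysed here.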

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

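The rule that picked the results below, an exploratory gene list past an adjusted p of 0.05 with both camera and fry in a comparison, was chosen only after all set results were seen, and so were the counts of splits for the median of each list, while the other tests of technical explanations were chosen with the set results known but before each was run. The paper does not test these lists. It does report terms for lipid metabolism and cytokine production, and it names genes of xenobiotic metabolism and the inflammatory response. Of the 48 exploratory tests, 26 passed with camera, 12 with fry and 11 with both, and 1 passed when camera estimated the correlation between genes. The camera calls need care. When the 6 libraries of a comparison were split into other groups of 3, between 5 and 19 of the 27 lists still passed. Splits that separate 1 replicate pair keep the treatment difference of that pair. Among the splits that separate all 3 replicate pairs, the real one gave the most lists in both comparisons with the control, but in EC vs. PG/VG 2 of the 3 others gave at least as many.

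Target genes of the aryl hydrocarbon receptor were higher in EC, with a median log2 fold change of 1.09 against the control (10 of 13 listed genes tested, all higher, 8 DEGs, limma's camera, adjusted p = 1.52e-24, and fry, adjusted p = 0.00859) and 1.10 against PG/VG (7 DEGs, camera, adjusted p = 3.65e-47, and fry, adjusted p = 0.00644). The EC vs. PG/VG result is the 1 that passed with the estimated correlation (adjusted p = 0.0409). Against the control, PG/VG had a median of 0.074 (camera, adjusted p = 0.47). The paper names CYP1A1, CYP1B1, TIPARP and ALDH3A1 of this list for xenobiotic metabolism and IL24 for the inflammatory response. It also states that polycyclic aromatic hydrocarbons raise CYP1A1 and CYP1B1 in smokers, without naming the receptor. The 5 genes it does not name had a median of 0.60 against the control, with 3 DEGs, and 0.48 against PG/VG, with 2. Within batches 2, 3 and 4 the list's median was 1.39, 1.31 and 0.73 against the control and 1.28, 1.54 and 0.52 against PG/VG.

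NRF2 target genes were higher in EC by a median of 0.28 against the control (26 of 30 tested, 23 higher, 12 DEGs, limma's camera, adjusted p = 1.8e-10, and fry, adjusted p = 0.027) and of 0.20 against PG/VG (25 higher, 4 DEGs, camera, adjusted p = 3.01e-15, and fry, adjusted p = 0.0465). Between PG/VG and control the median was 0.077 (camera, adjusted p = 0.21). Without FTL, the one member the paper names, the medians were 0.28 and 0.20. By batch they were 0.40, 0.29 and 0.19 against the control and 0.35, 0.20 and 0.058 against PG/VG, smallest in batch 4. Chosen after its values were seen, NQO1, which is also on the aryl hydrocarbon receptor list, rose by 0.53 in EC (edgeR, adjusted p = 2.13e-05).

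ATF4 target genes were lower in EC than in the control, with a median of −0.28 (42 genes, 35 lower, 22 DEGs lower and 1 higher, limma's camera, adjusted p = 2.49e-13, and fry, adjusted p = 0.027). The list holds aminoacyl-tRNA synthetase and amino acid synthesis genes, of which 5 are named in the paper's text or heat maps, and the other 37 had a median of −0.24 with 18 DEGs. The median was −0.26, −0.30 and −0.16 in the 3 batches. The PG/VG median was −0.14, and that of EC vs. PG/VG −0.15, past the threshold with camera (adjusted p = 4.77e-06 and 2.58e-07) and not with fry (limma, adjusted p = 0.0775 and 0.0781).

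Inflammatory cytokine genes had a median of 0.26 in EC vs. control (24 of 28 tested, 21 higher, 7 DEGs, limma's camera, adjusted p = 8.2e-06, and fry, adjusted p = 0.0043), of 0.10 in PG/VG vs. control (16 higher, 5 DEGs up and 2 down, camera, adjusted p = 0.0436, and fry, adjusted p = 0.027) and of 0.21 in EC vs. PG/VG (19 higher, 2 DEGs, camera, adjusted p = 4.29e-05, and fry, adjusted p = 0.00859). The PG/VG result rests on members that go both ways. It fell short of the threshold after thinning to the smallest library (median 0.066, camera, adjusted p = 0.0769) and without control replicate 2, control replicate 4, PG/VG replicate 4 or EC replicate 4, with an adjusted p from 0.0572 to 0.131 in camera.

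The metallothionein list, of which 5 metallothioneins and the zinc transporter SLC30A1 were tested, was higher in EC by a median of 0.40 against the control (6 of 9 tested, all higher, 2 DEGs, limma's camera, adjusted p = 0.00754, and fry, adjusted p = 0.0465) and of 0.41 against PG/VG (2 DEGs, camera, adjusted p = 4.59e-05, and fry, adjusted p = 0.0465). PG/VG itself differed from the control by a median of 0.043 (camera, adjusted p = 0.997). Against the control the call was lost without EC replicate 2 (median 0.28, camera, adjusted p = 0.0533), and the batch medians were 0.59, 0.48 and 0.14. Whether reads shared between the closely related metallothioneins matter was not tested. Fatty acid synthesis genes were higher in EC than in the control by a median of 0.12 (22 genes, 17 higher, 6 DEGs, limma's camera, adjusted p = 0.00212, and fry, adjusted p = 0.0465). The 21 the paper does not name had a median of 0.12 with 5 DEGs, and by batch it was 0.11, 0.079 and 0.13. For PG/VG it was 0.075 (camera, adjusted p = 0.0184, and fry, adjusted p = 0.0982) and in EC vs. PG/VG 0.073 (camera, adjusted p = 0.111).

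Several technical explanations were tested on these 11 results together. After thinning every library to the smallest total, 10 of the 11 stayed past the threshold with camera in the same direction, which argues against the difference in library size for all but the PG/VG cytokine result. With the trend of each library with GC content and transcript length removed, 11 stayed, and with the 50 most abundant genes left out, 11 stayed, which argues against these as the whole cause. All 11 had the same direction in each of the 3 batches, so none came from 1 batch alone. The numbers of splits into groups of 3 that gave a median as large in absolute value, of 10 and the real one included, were 1 for ATF4 in EC vs. control, 1 for NRF2 in EC vs. control and 2 in EC vs. PG/VG, 3 for the aryl hydrocarbon receptor in EC vs. control and 1 in EC vs. PG/VG, 1 for fatty acid synthesis, 1, 4 and 1 for cytokines in EC vs. control, PG/VG vs. control and EC vs. PG/VG, and 2 and 2 for metallothioneins in EC vs. control and EC vs. PG/VG. Among the 4 splits that separate all 3 pairs, the real one was the largest in each, except for cytokines in PG/VG vs. control, where 2 were as large, the real one included. The other 6 splits separate 1 pair and keep the treatment difference of that pair, so a real effect can also give a median as large there. With 10 splits the share cannot fall under 0.1. For both reasons a grouping by accident cannot be told apart by this count.

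What stays open is a treatment effect. As hypotheses found and tested on the same data, the nicotine, the flavor and their aerosol products, which EC has beyond PG/VG, may act through the aryl hydrocarbon receptor and NRF2, and EC may lower the ATF4 program. After thinning to the smallest library 10 of the 11 results stayed. The design does not separate nicotine from flavor, since both are in EC, and receptor activity was not measured. The lists share members, namely NQO1, SLC7A5, SLC7A11 and ME1, so they are not independent. Contamination and exchanged samples were not tested.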

How the results depend on the processing

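Results were recomputed under each alternative with 1 choice changed at a time. Not counting the fits without one library, 244 recomputed counts, ratios and list medians kept their direction and side of the threshold or their size, 41 moved, 30 fell short of the threshold, 2 newly passed it and 1 reversed. For single genes and the exploratory lists, 1000 stayed, 119 fell short, 39 newly passed and 3 reversed. RLE normalization and leaving out the 50 most abundant genes changed none of the counts, ratios and list medians by these criteria. No setting shifted the median over all genes by more than 0.1. The cause of the changes given here was not tested, apart from the stricter thresholds and smaller numbers of genes or libraries that an alternative brings by its construction.

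The batch term mattered most. Without the replicate block the numbers of DEGs were 16 in EC vs. control, 1 in PG/VG vs. control and 1 in EC vs. PG/VG, 1 gene was shared by the control comparisons, and 9, 1 and 1 DEGs had a log2 fold change past 1. Of 101 other results 71 fell short of the threshold there, while all 21 list tests at the paper's conclusions stayed on their side. With an adjusted p under 0.01 the DEGs numbered 963, 226 and 45, with 182 shared and 140, 8 and 10 past 1. ComBat-Seq followed by DESeq2 gave 1735 in PG/VG vs. control and 658 in EC vs. PG/VG, 1231 shared, 11 past 1 in PG/VG vs. control and a ratio of the spreads in EC and PG/VG of 1.17. With ashr on those counts, 54, 1 and 7 DEGs were past 1 and the ratio was 1.66. In fits of the 2 groups compared alone there were 1179 DEGs in PG/VG vs. control and, in EC vs. PG/VG, 318 with 36 past 1. Without a filter there were 309 in EC vs. PG/VG, 60 and 30 past 1 in PG/VG vs. control and EC vs. PG/VG, and a ratio of 1.03. With at least 10 counts in every library 112 and 17 were past 1 in EC vs. control and PG/VG vs. control and the ratio was 1.23, and with DESeq2 160 and 16 were past 1. Removing the GC content and length trend, chosen after seeing the data, gave 448 DEGs in EC vs. PG/VG, 883 shared and a ratio of 1.22. Thinning to the smallest library, also chosen after seeing the data, gave a ratio of 1.22. The share of EC vs. control DEGs that were upregulated was 60.0%, and ranged from 49.1% with ComBat-Seq and DESeq2 to 79.3% with library size as the only scaling, and 100% of the 16 without the block.

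Among the list tests, fry kept the medians by construction but left the adjusted p above 0.05 for cytosolic ribosomal protein genes in EC (−0.28) and PG/VG (−0.29), mitochondrial ribosomal protein genes (−0.14 and −0.17), respiratory chain genes (−0.091 and −0.17), mitochondrially encoded genes in EC (−0.20), lysosomal genes in EC vs. PG/VG (0.13) and CCT genes in PG/VG (−0.16). With the estimated correlation these and the remaining 10 also fell short, namely eIF3 genes (−0.25 and −0.22), ribosome biogenesis genes (−0.20 and −0.14), lysosomal genes in EC (0.16), mitosis (−0.15) and actin genes (−0.14) in EC vs. PG/VG, CCT genes in EC (−0.21) and interferon-stimulated genes (0.41 and 0.42). The exploratory tests past the threshold numbered 12 with fry and 1 with the estimated correlation, against 26. With the GC content and length trend removed, respiratory chain and mitochondrially encoded genes in EC fell short at −0.024 and −0.11, mitochondrially encoded genes in PG/VG reversed to 0.014 without passing, and lysosomal genes in PG/VG passed at 0.044. Lysosomal genes in PG/VG also passed without a filter, at 0.061. The other list tests at the paper's conclusions kept their direction and call under the settings of normalization, filter, block and abundant genes.

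Across the 9 fits that each left out one library, the DEGs ranged from 1162 (without control replicate 3) to 2172 in EC vs. control, from 130 up and 62 down (1.9e+02 in all, without PG/VG replicate 2) to 1084 in PG/VG vs. control and from 32 (without PG/VG replicate 2) to 208 in EC vs. PG/VG. Shared DEGs ranged from 184 (without PG/VG replicate 2) to 720, those past 1 from 19 to 45 in PG/VG vs. control and from 8 to 24 in EC vs. PG/VG, both lowest without PG/VG replicate 2, and the ratio of the spreads from 1.09 to 1.30. The median of respiratory chain genes in EC ranged from −0.17 to −0.021 (without control replicate 4, where it fell short of the threshold), that of mitochondrially encoded genes in PG/VG from −0.24 to 0.037 (without PG/VG replicate 4, the opposite direction) and that of lysosomal genes in PG/VG from 0.0061 (without control replicate 2) to 0.075 (without PG/VG replicate 2). Lysosomal genes in PG/VG newly passed the threshold in 2 of these fits, without control replicate 4 and without PG/VG replicate 2, and mitochondrially encoded genes in PG/VG in 6, all but those without control replicate 4, PG/VG replicate 4 and EC replicate 2. The other list tests at the paper's conclusions kept their call. Single genes and exploratory lists kept their direction and call in 747 of these results, 150 fell short, 9 newly passed and 3 reversed.

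Of the single genes, 2 reversed. The value for COA3, EC vs control turned from −0.053 to 0.0075 with library size as the only scaling, to 0.018 with the GC content and length trend removed and to 0.0036 without EC replicate 3, and ranged from −0.18 to 0.0036 in the fits without one library. The value for RHOA, EC vs PG/VG turned from 0.022 to −0.011 with that trend removed, to −0.063 without PG/VG replicate 2 and to −0.059 without EC replicate 2, and ranged from −0.063 to 0.072. Neither was past the threshold in any of these fits.

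Thinning lowered the numbers of DEGs and of genes past the filter, and its effect was not broken down by count level. With every library thinned to 16168260 counts, the DEGs numbered 2041, 723 and 114, of which 1890, 644 and 104 were also DEGs at the full depth, and 15385 genes passed the filter in place of 16030. The fold changes of genes with fewer than 20 counts in a library, such as IL24, PSMA2 and RSAD2, have large standard errors.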

Differences from the paper's values

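The paper states 42 to 60 M total reads per sample, and the counts on genes, which every value here uses, were 16.2 to 24.9 M per library. The quantities are not the same, since reads that were trimmed away, unmapped, multi-mapping or outside exons have no count, and whether the paper's number counts single reads or read pairs is not stated. No alternative applies to this pair of values.

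DEGs lower in EC than in the control numbered 863 here and 1549 in the paper. PG/VG vs. control had 727 DEGs, 422 up and 305 down, against the paper's 1677, 785 and 892. For EC vs. PG/VG there were 137, 89 up and 48 down, against the paper's 624, 281 and 343. DEGs shared by both numbered 564 against the paper's 1196. Of the alternatives set before the data were examined, ComBat-Seq followed by DESeq2, the route the paper's methods describe, came within 1.5 times of every one of these, with 1576 downregulated in EC vs. control, 1735 (786 and 949) in PG/VG vs. control, 658 (299 and 359) in EC vs. PG/VG and 1231 shared. Fits of the 2 groups alone came that close for PG/VG vs. control (1179, with 579 up and 600 down) and for upregulated genes in EC vs. PG/VG (197). For upregulated genes in PG/VG vs. control so did library size as the only scaling (609), no filter (609) and the fit without EC replicate 2 (526). The other alternatives set in advance did not close these gaps. Removing the GC content and length trend, chosen after seeing the values, came within 1.5 times for downregulated genes in EC vs. control (1488), upregulated genes in PG/VG vs. control (531), EC vs. PG/VG (448, with 232 up) and shared DEGs (883), and the transcript that gives length and GC content there was also chosen after results were seen.

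Without shrinkage, DEGs with a log2 fold change past 1 numbered 36 in PG/VG vs. control, 261 in EC vs. control (232 up and 29 down) and 18 in EC vs. PG/VG (17 up and 1 down). The paper gives 1, 54 (48 up and 6 down) and, for EC vs. PG/VG, 9 upregulated genes. The numbers given below for EC vs. PG/VG count both directions. With ashr on ComBat-Seq counts the numbers were 1, 54 (48 and 6) and 7. Other settings within 1.5 times were no replicate block in PG/VG vs. control (1) and, in EC vs. PG/VG, ComBat-Seq and DESeq2 (13), an adjusted p under 0.01 (10), and the fits without PG/VG replicate 2, 3 or 4 or EC replicate 2 or 3 (8, 11, 13, 8 and 10).

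Of 72 log2 fold changes also found in the paper's Table S1, 24 differed by more than the larger standard error, all with the same sign, and the values here were the larger in size. The paper's errors are standard errors. In EC vs. control the values here and in the paper were 1.41 and 1.00 for IL24, 2.10 and 1.11 for RSAD2, 1.61 and 1.22 for DMBT1, 2.43 and 1.45 for TPBGL, 2.02 and 1.04 for PLD5, 2.01 and 1.16 for UBE2QL1, −1.34 and −0.80 for RTL3, and −1.31 and −0.67 for MAP1LC3B2. For PG/VG vs. control they were 1.28 and 1.15 for ARRDC3, 0.45 and 0.34 for ABCA7, 1.39 and 0.21 for GRIN2C, 1.36 and 0.72 for CHRM4, 1.36 and 0.67 for PTGES, 1.33 and 0.22 for ST6GALNAC2, −1.29 and −0.27 for RPL7AP70, −1.15 and −0.93 for ZFHX4-AS1, −1.07 and −0.36 for RPS13P2, and −0.98 and −0.26 for RPS3P3. In EC vs. PG/VG they were −0.26 and −0.17 for DLC1, −1.11 and −0.35 for DHFRP1, −0.9998 and −0.41 for RPL12P4, −0.88 and −0.53 for ENSG00000279821, −0.69 and −0.31 for SULF1, and −0.61 and −0.35 for LINC01111. With ashr on ComBat-Seq counts 0 of the 72 differed. Under the other alternatives 14 (at least 10 counts in every library) to 36 (without EC replicate 4) differed.

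For single genes of these 24, other settings also gave a value within the error. No replicate block did for ARRDC3, ABCA7, DLC1, IL24, DMBT1, ZFHX4-AS1, SULF1 and LINC01111, and library size as the only scaling for DLC1. DESeq2 did for ARRDC3, ABCA7 and RSAD2. RLE normalization, at least 10 counts in every library, ComBat-Seq with DESeq2 and the 2 groups alone did for ARRDC3 and ABCA7. Some fits without one library did for ARRDC3, ABCA7, DLC1, IL24, RSAD2, DMBT1, TPBGL, PTGES, ZFHX4-AS1, RPL12P4, ENSG00000279821 and LINC01111. For the remaining 11, ashr alone did. Settings chosen after seeing the values also gave a value within the error, namely leaving out the 50 most abundant genes for ARRDC3 and ABCA7, thinning for ABCA7 and IL24, and removing the GC content and length trend for ABCA7, DLC1 and ZFHX4-AS1.

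The calls overlap by gene. Of 727 DEGs in PG/VG vs. control 715 are in the paper's table with the same sign, and of 137 in EC vs. PG/VG all 137 are. All 1677 and 624 genes of those tables have the same sign here. The EC vs. control table was at hand in part, 1999 of 3075 genes, and no overlap was computed for it.

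Several genes the paper describes as changed were not past the threshold here. The paper places DAP3, MRPL3 and MRPL21 among the genes lower in both treatments, cites CCT3, CCT5, CCT7 and CCT8 for both, and names EIF3A among the top genes of cytoplasmic translation. EIF3A (−0.060, edgeR, adjusted p = 0.667) and CCT3 (−0.13, edgeR, adjusted p = 0.28) were not called in PG/VG vs. control under any setting tried, and Table S1 does not list them for that comparison. MRPL3 was called in PG/VG with DESeq2 (adjusted p = 0.047), with ComBat-Seq and DESeq2, with the 2 groups alone (edgeR, adjusted p = 0.0322) and without EC replicate 2, and MRPL21, CCT5 and CCT7 with ComBat-Seq and DESeq2, the 2 groups alone and without EC replicate 2. The settings with 50 abundant genes left out, for MRPL3, thinning, for MRPL21, and the GC content and length trend removed, for CCT5, called them too and were chosen after seeing the data. DAP3 was called with ComBat-Seq and DESeq2 in both treatments and in EC without EC replicate 2. CCT3 in EC (−0.19, edgeR, adjusted p = 0.0628) was called with RLE normalization, DESeq2, ComBat-Seq and DESeq2 and without EC replicate 2, and also with the GC content and length trend removed or the 50 most abundant genes left out, both chosen after seeing the data. For COA3 and MT-ND2, which the paper gives as lower in PG/VG, ComBat-Seq and DESeq2 called both, and no filter, the 2 groups alone and the fits without PG/VG replicate 3 or EC replicate 4 called MT-ND2.

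The paper lists FBLIM1, DLC1 and RHOA among the downregulated genes where EC is compared with PG/VG. FBLIM1 and DLC1 were called with ComBat-Seq and DESeq2, DLC1 without a filter, and both with the GC content and length trend removed, which was chosen after seeing the data. RHOA (0.022, edgeR, adjusted p = 0.94) was called under none of the settings tried and is not listed for EC vs. PG/VG in Table S1, while it was lower in EC vs. control (−0.29, edgeR, adjusted p = 0.00983). The paper gives respiration as not significantly affected in EC. The respiratory chain list here was past the threshold in EC with camera (median −0.091, adjusted p = 0.000535) and not with fry (limma, adjusted p = 0.373), with the estimated correlation (adjusted p = 0.601), with the GC content and length trend removed, chosen after seeing the data, or without control replicate 4. Calls with ComBat-Seq and DESeq2 hold for the ashr setting too, which keeps its adjusted p.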

Other observations

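The comparison of the batch routes on simulated known changes was chosen only after the simulations without a treatment effect had been seen. The counts of splits for the median of each list were also chosen after the list results had been seen. The other tests in this part were chosen with the main results known and before each was run.

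Each comparison of 3 libraries with 3 was repeated for all 10 splits of its 6 libraries, with the batch in the model, and 4 of these splits separate all 3 replicate pairs while the other 6 separate 1. The number of splits with as many DEGs as the real one, itself included, was 1 in EC vs. control, 1 in PG/VG vs. control and 1 in EC vs. PG/VG, and the same numbers, 1, 1 and 1, held for DEGs past a log2 fold change of 1. In the control comparisons the 9 other splits gave 0 DEGs. In EC vs. PG/VG 1 of the 9 gave DEGs, 35 with 6 past 1, when PG/VG replicates 2 and 3 and EC replicate 3 were set against PG/VG replicate 4 and EC replicates 2 and 4. Lists past the threshold with camera, adjusted over the 27 lists of each comparison, numbered 23 in EC vs. control, with 11 to 19 in the other splits (1 split as large, the real one itself), 11 in PG/VG vs. control, with 5 to 16 (4 as large, the real one included), and 15 in EC vs. PG/VG, with 11 to 18 (6 as large, the real one included). Among the 4 splits that separate all pairs, the real one had the most lists in EC vs. control and in PG/VG vs. control (5, 9 and 8 in the 3 others there), while in EC vs. PG/VG 3 of the 4 had as many, the real one included. The splits with more lists than the real one in PG/VG vs. control separate 1 pair and keep the treatment difference of that pair. The count of lists past the threshold with camera therefore does not set the real groups apart from other groupings in EC vs. PG/VG. The share of splits cannot fall under 0.1 with 10 splits, so the counts of splits alone do not exclude a grouping by accident. For the DEG numbers there is further evidence. In 20 simulations without a treatment effect, edgeR with the batch in the model gave at most 6, 5 and 7 DEGs in EC vs. control, PG/VG vs. control and EC vs. PG/VG, against 2157, 727 and 137, which argues against noise of the size drawn there. Shifts of a whole library that move many genes together were not drawn in these simulations, and for the lists and their medians the question stays open.

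The numbers of splits, of 10 and the real one included, with an absolute median as large as the real one were 2 and 2 for cytosolic ribosomal protein genes in EC and PG/VG against the control, 1 and 1 for eIF3 genes, 1 and 1 for ribosome biogenesis genes, 2 and 2 for mitochondrial ribosomal protein genes, 4 and 2 for respiratory chain genes, 3 and 7 for mitochondrially encoded genes, 1 and 6 for lysosomal genes, 2 and 1 for CCT genes and 1 and 1 for interferon-stimulated genes. In EC vs. PG/VG they were 2 for lysosomal, 3 for mitosis and 1 for actin genes. Among the 4 splits that separate all pairs the real one was the largest for each, except respiratory chain genes in EC, and mitochondrially encoded and lysosomal genes in PG/VG, with 2 as large, the real one included. The 6 splits that separate 1 pair keep the treatment difference of that pair, so the counts of 10 cannot measure a grouping by accident.

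The lower level of cytosolic ribosomal protein genes was tested against technical explanations. With every library thinned to the smallest total the median was −0.286 in EC and −0.301 in PG/VG, which argues against library size. Of 10000 lists of other genes drawn from the 20 nearest neighbours in expression, length and GC content, 0 had a median as low in EC and 0 in PG/VG, and the lowest were −0.16 and −0.19. The matching was imperfect, with a mean log2 CPM of 7.93 against 8.44 and a median length of 962 against 827 bases. The matched lists were themselves lower, with medians of −0.11 in both, so part of the fall is consistent with a trend of abundant, short transcripts, and the values argue against such a trend as the whole cause. The 41 members with at most 13 annotated pseudogenes had a median of −0.2517 in EC and −0.2701 in PG/VG, all of them lower, against −0.298 and −0.324 for the 39 with more. The fall is thus not limited to members with many pseudogenes, but it is smaller in those with fewer, so an effect of reads shared with pseudogenes stays open. An effect of the carrier that both condensates contain stays open.

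The higher level of interferon-stimulated genes did not come from 1 batch, since the median was above 0 in 3 of 3 batches in EC and in 3 of 3 in PG/VG. It stayed on the same side under the scaling alternatives. Between EC and PG/VG the median was 0.052 (limma's camera, adjusted p = 0.243). What the cells respond to was not tested.

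Because EC and PG/VG share their control libraries, unchanged groups were simulated 40 times with shared controls. The highest number of shared DEGs was 3, against 564, and the highest correlation of the fold changes was 0.5753, against 0.721. Shared controls gave a correlation of 0.548 in the median simulation. Noise drawn gene by gene in shared controls thus does not account for the values in the data. Shifts of a control library that move many genes together were not drawn, so their part stays open.

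ComBat-Seq followed by DESeq2 gave 3099 DEGs in EC vs. control, where DESeq2 with the batch in the model gave 1687. The tested explanation was that the adjustment uses the treatment labels and the later test does not count the adjustment's degrees of freedom. In 20 simulations without a treatment effect, the route gave a median of 26.5 DEGs, from 13 to 44, against 0 to 6 with edgeR and 0 to 4 with DESeq2 with the batch term, a number too small to decide. In 8 further simulations the DEGs of the edgeR fit kept their fitted changes, 2157 of them in EC vs. control. Every other gene was unchanged, and the dispersions were edgeR's. There, 10.291% of the route's calls were unchanged genes, against 4.96% with edgeR and 3.13% with DESeq2 with the batch term. This is consistent with the explanation for part of the difference. The route made 1959 calls there, of which 202 were unchanged genes, against 1711 and 84.9 with edgeR, so most of its calls were genes that had been changed. With 727 known changes in PG/VG the share was 16.8%, against 5.34% and 3.87%. Real changes that edgeR missed were not put into these simulations, so the shares do not measure false calls on the real libraries. On the real libraries in the 3 other splits that separate all pairs, the route gave 54, 2 and 0 DEGs in EC vs. control, 5, 2 and 6 in PG/VG vs. control and 25, 177 and 4 in EC vs. PG/VG, against 0 to 3 with DESeq2 with the batch term.

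The sheet of Table S2 used here lists 34 proteins, where the paper's text speaks of 35, and 28 of the 34 had a tested transcript. Their protein ratio and RNA fold change had the same direction for 14 in EC and 18 in PG/VG. Across these genes, which are not independent replicates, Pearson's r was 0.124 in EC (permutation test, p = 0.536, adjusted p = 0.714) and 0.21 in PG/VG (p = 0.293, adjusted p = 0.585), and Spearman's rho was 0.0323 (p = 0.8695, adjusted p = 0.87) and 0.295 (p = 0.1274, adjusted p = 0.51), with 100000 resamples, two-sided, adjusted over these 4 tests. Without the 2 genes whose protein ratio was farthest from the median, r was 0.042 and 0.246. The 28 proteins were picked by the study for their protein change, and the test cannot tell whether protein follows transcript here.

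The remaining exploratory lists had these median log2 fold changes in EC vs. control, PG/VG vs. control and EC vs. PG/VG, with the adjusted p from limma's camera. Cholesterol synthesis and uptake genes had 0.23, 0.066 and 0.18 (1.69e-09, 0.014 and 4.36e-09), hypoxia-induced genes 0.17, 0.045 and 0.14 (0.000142, 0.124 and 0.000176), p53 target genes 0.20, 0.089 and 0.15 (8.95e-05, 0.21 and 2.57e-05) and YAP target genes −0.11, −0.032 and −0.12 (0.00064, 0.297 and 0.000198). Proteasome genes had −0.12, −0.099 and −0.0066 (0.000658, 0.000112 and 0.736) and unfolded protein response genes 0.11, 0.066 and 0.061 (0.048, 0.317 and 0.0923). None of these passed with fry, where the lowest adjusted p was 0.0532, for the unfolded protein response in EC. Glycolysis genes had −0.046, −0.032 and 0.010 (1, 0.652 and 0.603), heat shock genes 0.015, −0.0063 and 0.011 (1, 0.652 and 0.618) and S phase genes −0.033, −0.012 and −0.0345 (0.0716, 0.416 and 0.0923). Nicotinic receptor genes, of which 6 of 16 were tested, had 0.40, 0.064 and 0.28 (0.213, 0.775 and 0.117), and in EC vs. control they passed with fry (limma, adjusted p = 0.0309) and not with camera.

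Lists at the paper's conclusions also gave values in comparisons the conclusions are not about. eIF3 genes had a median of −0.033 in EC vs. PG/VG (camera, adjusted p = 0.0889), mitochondrial ribosomal protein genes 0.036 (0.111), mitochondrially encoded genes −0.098 (0.0111, and 0.512 with fry) and CCT genes −0.032 (0.268).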
